# An atlas of cell types in the mouse epididymis and vas deferens

**DOI:** 10.7554/eLife.55474

**Published:** 2020-07-30

**Authors:** Vera D Rinaldi, Elisa Donnard, Kyle Gellatly, Morten Rasmussen, Alper Kucukural, Onur Yukselen, Manuel Garber, Upasna Sharma, Oliver J Rando

**Keywords:** reproduction, sperm maturation, development, Mouse

## Abstract

Following testicular spermatogenesis, mammalian sperm continue to mature in a long epithelial tube known as the epididymis, which plays key roles in remodeling sperm protein, lipid, and RNA composition. To understand the roles for the epididymis in reproductive biology, we generated a single-cell atlas of the murine epididymis and vas deferens. We recovered key epithelial cell types including principal cells, clear cells, and basal cells, along with associated support cells that include fibroblasts, smooth muscle, macrophages and other immune cells. Moreover, our data illuminate extensive regional specialization of principal cell populations across the length of the epididymis. In addition to region-specific specialization of principal cells, we find evidence for functionally specialized subpopulations of stromal cells, and, most notably, two distinct populations of clear cells. Our dataset extends on existing knowledge of epididymal biology, and provides a wealth of information on potential regulatory and signaling factors that bear future investigation.

## Introduction

In mammals, the production of sperm that are competent to fertilize the egg requires multiple organs that together constitute the male reproductive tract. A common characteristic of these tissues is the presence of specialized somatic cells that support the development and maturation of gametes. For instance, spermatogenesis requires multiple functionally distinct cells in the testis that support the development and function of sperm, most notably including Sertoli cells, which envelop and provide support to developing sperm, and Leydig cells, which are located in the testicular interstitial space and are responsible for testosterone biosynthesis.

Following completion of testicular spermatogenesis, sperm are morphologically mature, but do not yet exhibit forward motility and are incapable of fertilization. After sperm exit the testis, they enter a long convoluted tube known as the epididymis, where they continue to mature over the course of approximately 10 days in the mouse. During this journey, sperm are concentrated as they proceed from caput (proximal) to corpus and then to the cauda (distal) epididymis, where they can be stored for prolonged periods in an inactive state thanks to the ionic microenvironment of the lumen. Epididymal transit has long been understood to be essential for male fertility (Bedford, 1967; Hinton et al., 1996; Orgebin-Crist, 1967; Young, 1931), and sperm undergo extensive molecular and physiological changes during this process (Cooper, 2015; Cornwall, 2009; Gervasi and Visconti, 2017). Most notably, sperm proteins – including, but not limited to, protamines – become extensively disulfide-crosslinked during epididymal maturation, and this is thought to mechanically stabilize various sperm structures (Balhorn, 1982; Calvin and Bedford, 1971). At the sperm surface, lipid remodeling events include cholesterol removal and an increase in polyunsaturated fatty acids which results in increased membrane fluidity (Saez et al., 2011), while maturation of the glycocalyx involves extensive remodeling of accessible sugar moieties (Tecle and Gagneux, 2015; Tulsiani, 2006). In addition, a heterogeneous population of extracellular vesicles collectively known as epididymosomes deliver proteins and small RNAs – some of which may play functional roles in fertilization and early development – to maturing sperm (Caballero et al., 2013; Conine et al., 2018; Krapf et al., 2012; Martin-DeLeon, 2015; Reilly et al., 2016; Sharma et al., 2016; Sharma et al., 2018; Sullivan et al., 2007; Sullivan and Saez, 2013).

The organ responsible for this ever-expanding diversity of functions is a long tube – on the order of one to ten meters long when extended, depending on the species – of pseudostratified epithelium. The functions of the epididymis differ extensively along its length (Domeniconi et al., 2016; Turner et al., 2003), as for example genes such as *Rnase10* and *Lcn8* are expressed almost exclusively in the proximal epididymis, most notably in the testis-adjacent section known as the ‘initial segment’ (Hsia and Cornwall, 2004; Jelinsky et al., 2007; Jervis and Robaire, 2001; Johnston et al., 2005; Turner et al., 2003). Connective tissue septa separate the mouse epididymis into 10 anatomically defined segments (this number varies in other mammals) (Turner et al., 2003), with early microarray studies revealing a variety of gene expression profiles across these segments, and defining roughly six distinct gene expression domains across the epididymis (Johnston et al., 2005). Dramatic gradients of gene expression along the epididymis are also observed in many other mammals, including rat (Jelinsky et al., 2007; Jervis and Robaire, 2001), boar (Guyonnet et al., 2009), and human (Browne et al., 2019; Dubé et al., 2007; Legare and Sullivan, 2019; Thimon et al., 2007; Zhang et al., 2006). In addition to the variation in gene regulation along the epididymis, the epididymal epithelium at any point along the path is comprised of multiple morphologically- and functionally distinct cell types, including principal cells, basal cells, and clear cells (Breton et al., 2016).

Here, we sought to further explore the cellular makeup and gene expression patterns across this relatively understudied organ. In recent years, microfluidic-based cell isolation and molecular barcoding strategies, coupled with continually improving genome-wide deep sequencing methods, have enabled ultra-high-throughput analysis of gene expression in thousands of individual cells from a wide range of tissues (Cao et al., 2017; Farrell et al., 2018; Han et al., 2018; Ramsköld et al., 2012). Using droplet-based (10X Chromium) single-cell RNA-Seq, we profiled gene expression in 8880 individual cells from across the epididymis and the vas deferens. Our data confirm and extend prior studies of segment-restricted gene expression programs, and reveal that these regional programs are largely driven by principal cells. We find evidence suggesting the possibility of several novel cell subpopulations, most notably including an Amylin-positive clear cell subtype, and we predict intercellular signaling networks between different cell types. Together, these data provide an atlas of cell composition across the epididymis and vas deferens, and provide a wealth of molecular hypotheses for future efforts in reproductive physiology.

## Results

### Dataset generation and overview

We set out to characterize the regulatory program across the post-testicular male reproductive tract, focusing on four coarsely defined anatomical regions – the caput, corpus, and cauda epididymis, as well as the vas deferens (Figure 1A, Figure 1—figure supplement 1). We first generated a baseline dataset via traditional RNA-Seq profiling for at least 10 individual samples of each dissection (Supplementary file 1). Our bulk RNA-Seq dataset confirms the expected region-specific gene expression patterns previously observed in many species (Figure 1B, Supplementary file 1), and recapitulates, at coarser anatomical resolution but improved genomic resolution, prior microarray analyses of the murine epididymis (Johnston et al., 2005; Figure 1—figure supplement 2). Furthermore, we include below a more detailed analysis of gene expression in the vas deferens, a tissue which is not often included in published transcriptome studies.

**Figure 1.**
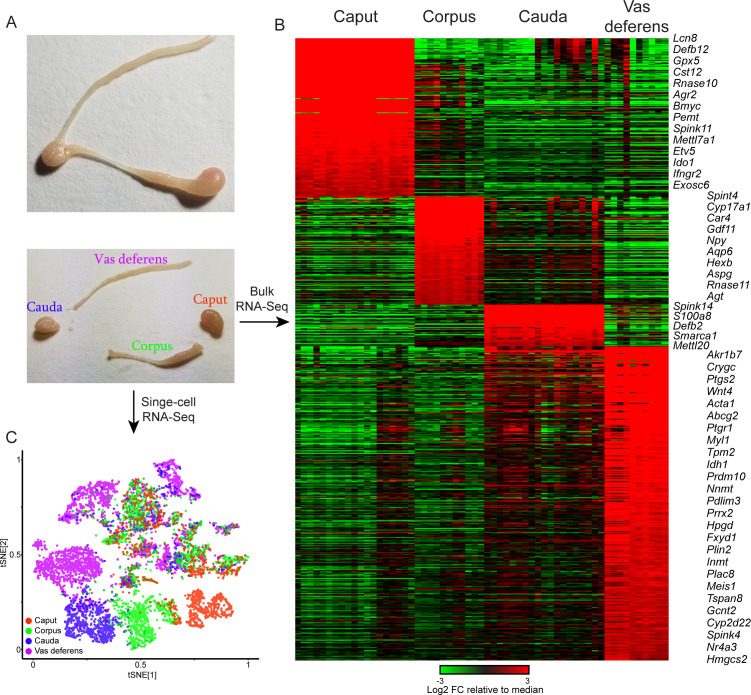
Overview of dataset. (**A**) Tissue samples surveyed in this study. Top image shows a single mouse epididymis prior to dissection, while bottom shows a typical dissection into the four anatomical regions – the caput, corpus, and cauda epididymis, as well as the vas deferens –characterized by bulk RNA-Seq and single-cell RNA-Seq. See also Figure 1—figure supplement 1. (**B**) Bulk RNA-Seq dataset, showing region-enriched genes (log2 fold change relative to dataset median of at least 2, with a maximum mRNA abundance in one of the four dissections of at least 20 ppm). See also Figure 1—figure supplement 2. (**C**) Single-cell RNA-Seq dataset, clustered by t-SNE and annotated according to the four anatomical regions in (**A**).

**Figure 1—figure supplement 1.**
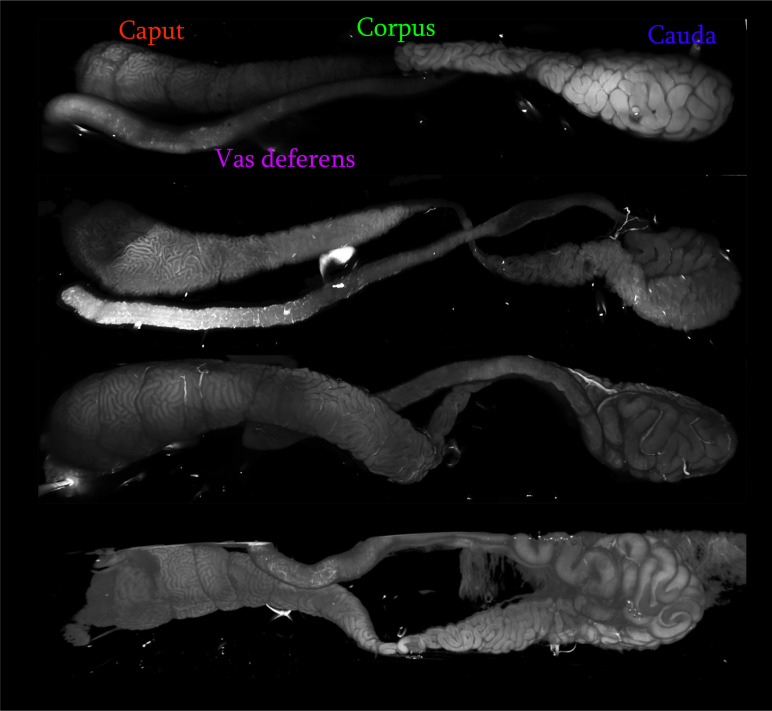
Light sheet imaging of mouse epididymis. Four typical examples of the mouse epididymis and vas deferens imaged by light sheet microscopy, revealing the extensively coiled tube confined by a connective tissue sheath. Epididymal regions are indicated for the top sample, and all four samples are oriented analogously (caput to the left, cauda to the right, with the vas deferens then proceeding leftwards from the cauda).

**Figure 1—figure supplement 2.**
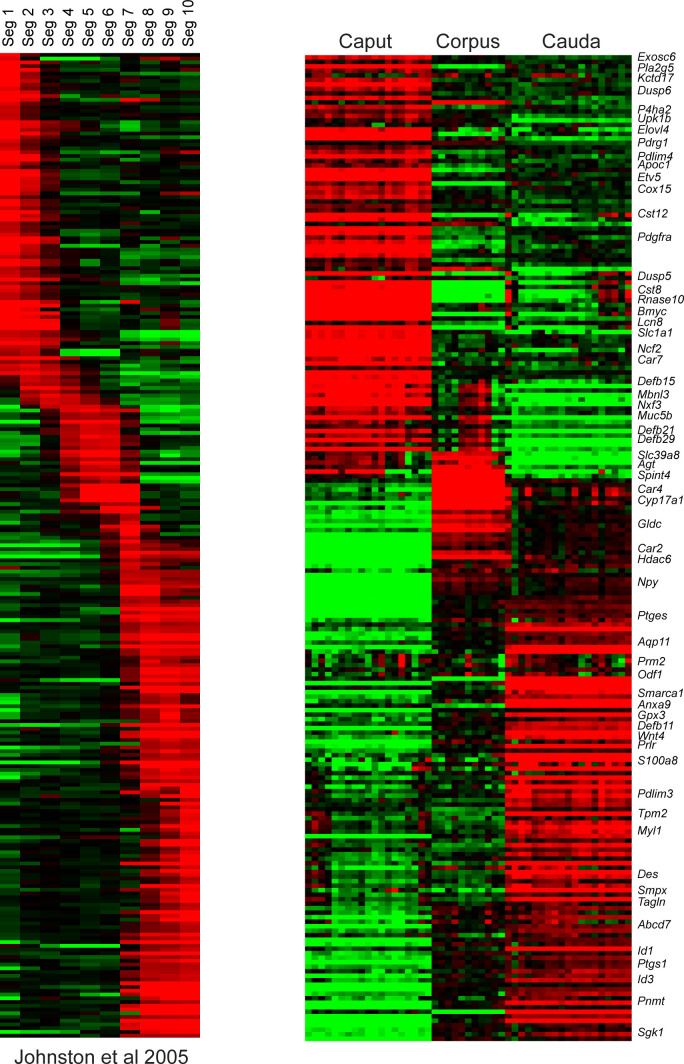
Comparison of RNA-Seq to prior microarray analysis of segmental gene expression. Left panel shows microarray data from Johnston et al., 2005, sorted according to the epididymal segment exhibiting maximal expression. Right panel shows data for the same genes in the bulk RNA-Seq data from this study, for caput, corpus, and cauda dissections.

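The tissue of each region was 1 pool of 8 pieces from the same 4 FVB mice, and each pool gave 1 library of 3′ tags on the 10x platform. The 4 groups compared are therefore 4 libraries with 1 sample each, no value has a replicate, and no test between regions was made. The authors aligned the reads to the mouse genome, counted UMIs on RefSeq genes with reads of several possible origins left out, merged UMIs that differed by a sequencing error, and subtracted ambient RNA from each cell. The deposited counts cover 16892 genes and come with a table that gives each cell its library, cluster and subcluster. The caput library held 1433 cells and 4408989 UMIs, the corpus library 2325 cells and 6602962 UMIs, the cauda library 1616 cells and 4882822 UMIs, and the vas deferens library 3506 cells and 10744928 UMIs.

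From there, the UMIs of a gene were summed over the cells of a group and divided by all UMIs of that group, as UMIs per 1000000 (UPM), the unit the authors used for clusters. Levels have exact 95% Poisson intervals, ratios of levels have exact conditional intervals, and shares of cells have Clopper-Pearson intervals, all of which cover counting error only. A gene without UMIs in a group was given 3 UMIs there when a ratio needed a floor. Shares of cells with a gene were counted after each cell was thinned at random to 1000 UMIs, with cells below that depth left out. Cell populations are those of the authors' table, whose names were matched to the numbering in the figures by their numbers of cells. The populations were built from the same counts, so that a gene's difference between the populations it helped to define is not independent evidence. Genomic positions refer to GRCm38.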

To disentangle the contributions of the diverse cell types comprising any given region of the mouse epididymis, we used microfluidic single-cell barcoding (10X Chromium) and single-cell RNA-Seq (scRNA-Seq) to characterize gene expression in dissociated cells from the four anatomical regions – caput, corpus, cauda, and vas deferens (Figure 1A, Figure 1—figure supplement 1). Each population represented a pool of eight tissue samples obtained from four male mice sacrificed at 10–12 weeks of age. We note that dissection margins were varied slightly between individual samples to ensure complete recovery of any cell types present at the dissection borders.

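Before the removal of ambient RNA, the totals in the deposited table of cells had a mean of 3109.96 UMIs per cell, and the lowest and highest cells had 350 and 14999. The removal took away 3.54% of all UMIs, 4.48% in the caput, 4.04% in the corpus, 3.61% in the cauda and 2.80% in the vas deferens, and left a mean of 2999.97 and a median of 1858 UMIs per cell. The median was 1599 UMIs in the caput, 1433 in the corpus, 1741.5 in the cauda and 2207 in the vas deferens, with medians of 726, 704, 690.5 and 963 genes in the same order. Of all cells, 5703 (64.2%) had at least 1000 UMIs, and in those cells alone the median was 3691.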

Following scRNA-Seq, quality control, and removal of reads attributable to contaminating cell-free RNA (Materials and methods), we obtained a final dataset with 8880 individual cells with an average of 3110 (median = 1965) unique molecular identifiers (UMIs) per cell. We detected cells with similar transcriptional profiles through dimensionality reduction and clustering (Materials and methods), and the resulting map was visualized using t-distributed stochastic neighbor embedding (t-SNE), with cells from each sample labeled in different colors in Figure 1C. 

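The deposited table places each cell in 1 of 21 clusters. In 6 clusters at least 95% of the cells came from 1 library. All 652 cells of a principal cell cluster were from the caput, and all 330 and all 79 cells of a pair of principal cell clusters were from the vas deferens. A further principal cell cluster of 823 cells was 98.1% vas deferens, another of 263 cells was 95.8% corpus, and a stromal cluster of 524 cells was 95.6% vas deferens. The threshold decided the number: 9 clusters passed at 90% and 3 passed at 99% or at 100%.

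**Figure D1:**
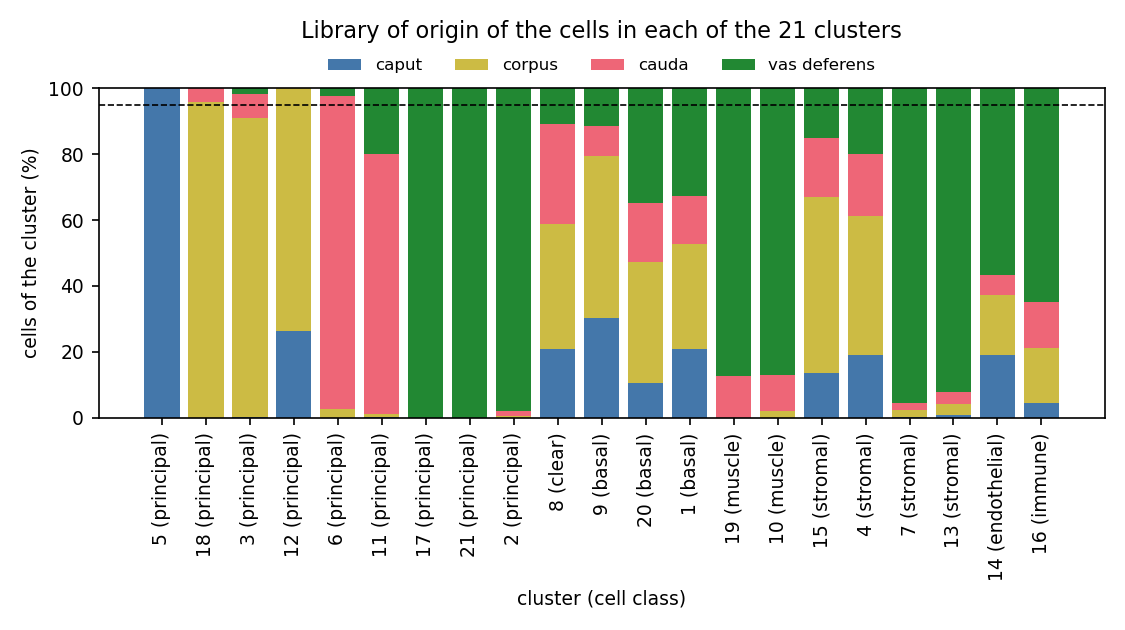
Bars give the percentage of the cells of each of the 21 clusters that came from each library, under the numbers of the deposited table, which are not those of Figure 2A. The dashed line marks 95%, which 6 bars reach with a single library.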

Consistent with the dramatic segment-specific gene expression programs known to distinguish the different regions of the epididymis, we find that roughly half of the clusters are composed entirely of cells from one tissue sample – the caput, corpus, cauda, or vas (Figure 1C). 

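By cell type, 5 of the 9 principal cell clusters and 1 of the 4 stromal clusters had at least 95% of their cells from 1 library. Of the other principal cell clusters, 1 was 94.9% cauda (396 cells) and 1 was 90.8% corpus (469 cells), while the remaining pair was mixed. A cluster of 633 cells was 78.8% cauda and 20.1% vas deferens, and a cluster of 311 cells was 73.6% corpus and 26.4% caput. In the muscle clusters, which held 329 and 173 cells, 86.9% and 87.3% of the cells came from the vas deferens. A stromal cluster of 265 cells was 92.1% vas deferens.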

Region-specific clusters included all principal cell clusters (discussed below), as well as muscle cells and a subset of stromal cells, both of which were enriched in the vas deferens samples. 

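Below the 95% threshold were 15 clusters, of which 11 held cells from all 4 libraries and 7 held at least 10 cells from each. The largest share of any library was 32.6% to 49.4% in the 3 basal cell clusters, 37.9% (corpus) in the clear cell cluster, 56.5% (vas deferens) in the endothelial cluster and 65.0% (vas deferens) in the immune cluster.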

The remaining cell clusters included cells from multiple dissections and thus represent cell types present throughout the epididymis.

We assigned the 21 cell clusters to known cell types by the expression profiles of marker genes detected through differential expression analysis (Figure 2A, Figure 2—figure supplement 1, Supplementary file 2). This identified several populations of principal cells and basal cells, one of clear cells, and multiple groups of support cells including fibroblasts, endothelium, muscle, and immune cells (Figure 2A). 

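Summed by cell type, the populations held 3956 principal cells (44.5% of all cells), 2222 stromal cells (25.0%), 1412 basal cells (15.9%), 502 muscle cells (5.65%), 348 clear cells (3.92%), 245 endothelial cells (2.76%) and 195 immune cells (2.2%). Depth differed between them. The median was 934.5 UMIs in principal cells, 1803 in muscle cells, 2590 in endothelial cells, 2716.5 in stromal cells, 2887 in immune cells, 4333 in basal cells and 4430 in clear cells.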

Characteristic genes enriched in each cluster are shown in Figure 2B, where we highlight both known and novel marker genes for various epididymal cell types. To expand on gene enrichment in cell clusters and to visualize gene expression across all cells in our dataset, Figure 2C shows expression levels of several well-known marker genes, as well as a handful of genes of interest for downstream analyses, across all individual cells. Overall, we find that epididymal cells are distinguished primarily by two broad molecular features. 

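*Atp6v1a*, which encodes a subunit of the vacuolar ATPase, had 942 UPM (893 to 993, 1377 UMIs) in clear cells. Its next highest level was 141 UPM (112 to 175) in immune cells, and principal cells had 84.9 UPM (79.2 to 90.9). *Atp6v0c* had 2770 UPM (2685 to 2857, 4049 UMIs) in clear cells, 1101 UPM (1018 to 1190) in immune cells and 396 UPM (384 to 409) in principal cells. For basal cells, *Krt14* (chromosome 11, 100203162 to 100207510) had 2880 UPM (2838 to 2923, 17808 UMIs), against 49.1 UPM (35.2 to 66.6, 41 UMIs) in endothelial cells, the next highest type.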

First, functionally and histologically distinct cell types such as clear cells, basal cells, and so on are characterized by known marker genes, as for example genes encoding vacuolar ATPase subunits (*Atp6v1a*, *Atp6v0c*, etc.) are highly expressed in clear cells which are responsible for luminal acidification (Breton et al., 1998; Breton et al., 1999; Brown et al., 1992). Second, even for a relatively histologically uniform cell type, the principal cells, a large number of genes distinguish cells originating in different regions along the epididymal tube. This suggests that principal cells are specialized within their niches, maintaining a complex succession of luminal microenvironments across the epididymis.

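Levels in principal cells were compared between the libraries, which held 736, 929, 931 and 1360 principal cells and 1723530, 1418794, 1739693 and 4682368 UMIs from the caput to the vas deferens. A gene was counted as restricted to a region if it had at least 20 UMIs in that library and at least 4 times its level in every other. Of 9122 genes with 20 UMIs in at least 1 library, 603 (6.61%) passed: 271 in the caput, 133 in the corpus, 56 in the cauda and 143 in the vas deferens. At a 2-fold threshold the number was 1878, the largest move of any alternative. *Spag11b* (chromosome 8, 19140759 to 19143010) had 44408.9 UPM (76540 UMIs) in the caput and no more than 3.52 UPM in any other library. *Spint5* had 3408.53 UPM in the corpus, 109 times the next library, *Spink14* had 1669.83 UPM in the cauda, 56.3 times the next, and *Akr1b7* (chromosome 6, 34412362 to 34423137) had 51317.2 UPM in the vas deferens, 119 times the next. Region and library are the same thing in these data, and the cutting of the tissue set both. From genes of this kind, the paper proposes that principal cells are specialized within their niches.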

**Figure 2.**
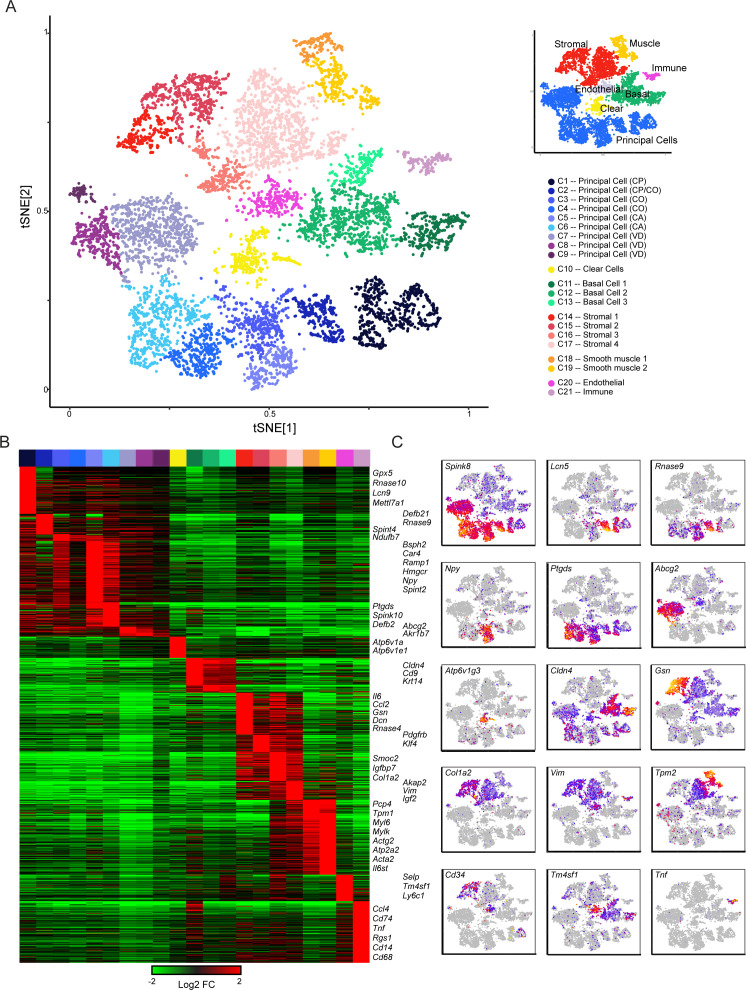
Single-cell decomposition of the epididymis. (**A**) Single-cell cluster (expanded from Figure 1C) with 21 clusters annotated according to predicted cell types. Inset shows coarser cell type groupings used for downstream subclustering. (**B**) Heatmap of genes enriched in each cluster. Among the genes exhibiting significant variation across the 21 clusters, 1241 genes enriched at least fourfold in at least one cluster were selected for visualization. Heatmap shows these genes sorted according to the cluster where they exhibit maximal expression. (**C**) Expression of key marker genes across the entire dataset. See also Figure 2—figure supplement 1. For this and other single-cell images, color scale runs from gray (no expression) through blue, then red and finally orange (highly expressed), with heatmap for each panel scaled according to expression level of the gene in question.

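Counted without a test, 5138 of the 11969 genes with at least 20 UMIs in a cluster had at least 4 times the median level of the 21 clusters in 1 or more clusters. Of these, 2199 passed in 1 cluster, 2555 in 2 to 5 and 384 in more than 5. By the type of the cluster with the highest level, 1480 belonged to principal cells, 1124 to stromal cells, 659 to muscle cells, 521 to clear cells, 469 to basal cells, 458 to endothelial cells and 427 to immune cells. The number was 9423 at a 2-fold threshold and 3367 at an 8-fold threshold.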

**Figure 2—figure supplement 1.**
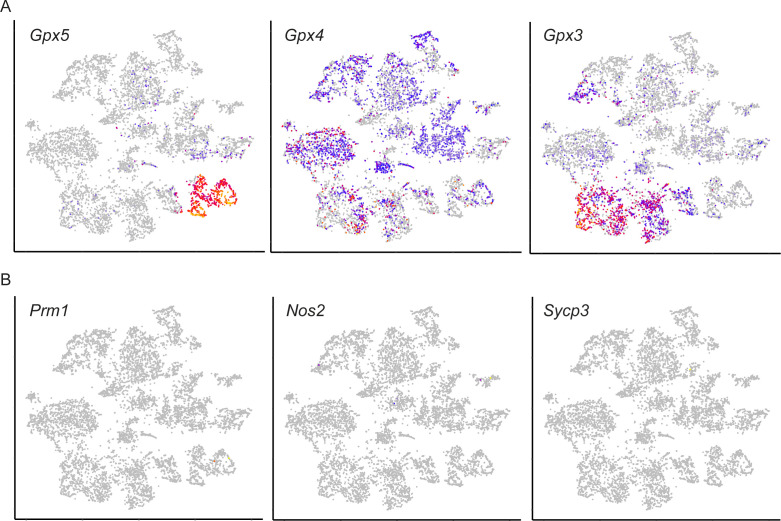
Additional images of gene expression levels across the entire single-cell dataset. (**A**) *Gpx* genes, including classic markers of caput (*Gpx5*) and cauda (*Gpx3*) principal cells, shown as in Figure 2C. (**B**) Several well-known sperm mRNAs, shown as in (**A**). We find no evidence for any sperm being captured, consistent both with our efforts to remove as many sperm as possible, and with the expectation that the unusually elongated dimensions of sperm would be incompatible with the droplet sizes used in the 10X Chromium platform.

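In principal cells *Gpx5* (chromosome 13, 21286429 to 21292727) had 57990.3 UPM (57631.3 to 58350.9, 99948 UMIs) in the caput. The corpus library had 5 UMIs of it, the cauda library 28 and the vas deferens library 5, that is 3.52, 16.1 and 1.07 UPM. *Gpx3* (chromosome 11, 54902854 to 54910387) rose from 96.3 UPM in the caput to 2694.54 in the corpus and 5380.83 in the cauda, and had 360 UPM in the vas deferens.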

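Among all 8880 cells, *Prm1* (chromosome 16, 10796332 to 10796823) had 4 UMIs in 2 cells and *Prm2* (chromosome 16, 10791377 to 10792105) had 2 UMIs in 2 cells, all of them in the principal cell clusters. *Sycp3*, which is expressed in meiotic cells, had 1 UMI, in a stromal cell.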

Below, we provide an overview of the various cell populations across the epididymis, detailing the molecular features of each cell type identified, and further exploring cellular diversity.

### Segment-specific gene expression in principal cells

Principal cells are highly active secretory and absorptive cells responsible for producing much of the unusual protein composition of the epididymal lumen, as well as playing additional roles in modulating luminal pH and in lumicrine signaling. 

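In the caput, corpus and cauda together, 2596 of 5374 cells (48.3%) were in principal cell clusters, and 66.2% (64.7 to 67.6) of the 3924 principal, basal and clear cells. By library, principal cells were 51.4% of all cells in the caput, 40.0% in the corpus, 57.6% in the cauda and 38.8% in the vas deferens. Of the epithelial cells they were 66.1% in the caput, 58.7% in the corpus and 75.8% in the cauda. These are shares of the captured cells. Among the cells of all 4 libraries with at least 1000 UMIs, the share was 33.2%.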

As their name suggests, principal cells comprise the major cell type present in the adult epididymis, and our initial principal cell clusters could be readily assigned to anatomically defined segments by comparison to the gold standard microarray analysis of epididymal gene expression (Johnston et al., 2005). To this initial set of six epididymal clusters, we added three clusters of epithelial cells from the vas deferens (Figure 3A), which appear in our dataset (based on shared markers) to be analogous to epididymal principal cells.

**Figure 3.**
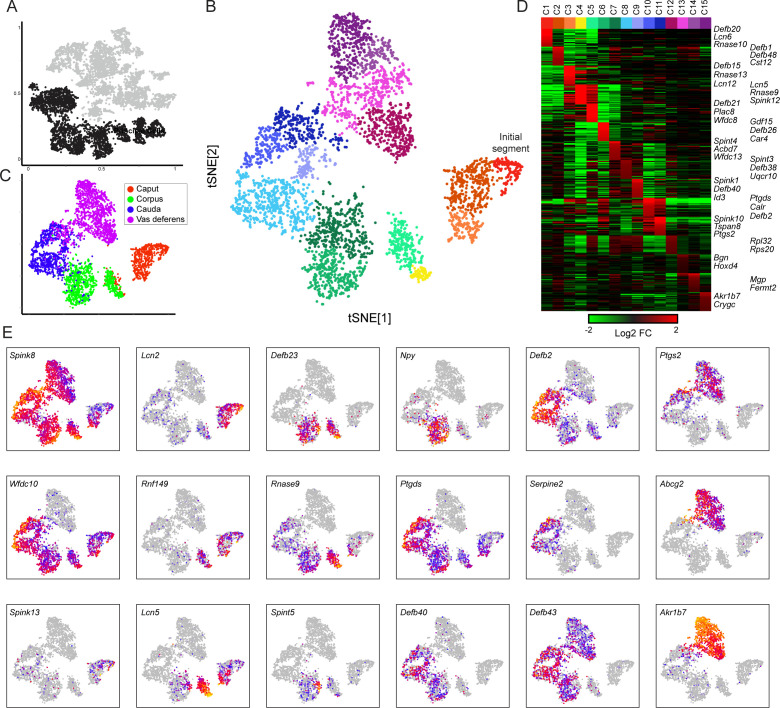
Modulation of the principal cell transcriptome across the male reproductive tract. (**A**) Clusters from the overall dataset (Figure 2A), with the principal cell clusters extracted for reclustering highlighted in black. (**B**) Reclustering of extracted principal cells, visualized by t-SNE. Distinct colors highlight the 15 resulting principal cell clusters. See also Figure 3—figure supplements 1–4. (**C**) Reclustered principal cells, as in panel (**B**), with cells colored according to anatomical origin. (**D**) Heatmap showing the top 20 genes enriched in each of the principal cell clusters. Based on highly enriched marker genes, our epididymis clusters from 1 to 11 (ignoring the four vas deferens clusters) correspond to the following segments from Johnston et al., 2005: segment 1 (initial segment), segments 1–2, segments 3–4, segment 5 (early), late segment 5/segment 6, segment 7, late segment 7, segments 8–9, segment 9, late segment 9 (some segment 10 markers), segment 10. (**E**) Expression of key marker genes across all principal cells, visualized as in Figure 2C.

**Figure 3—figure supplement 1.**
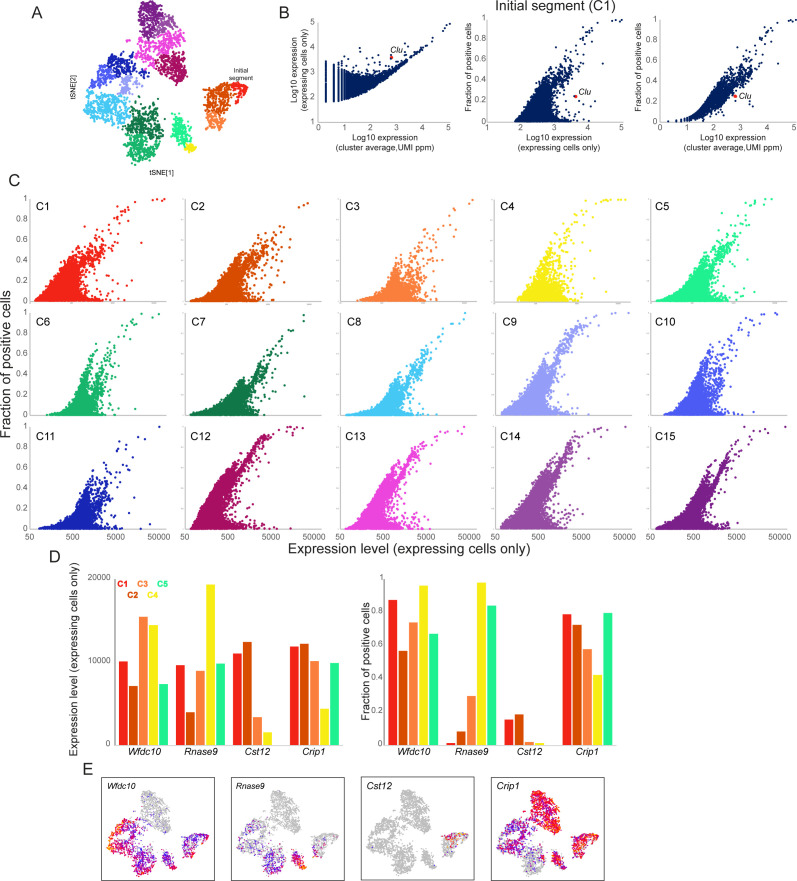
Gene expression heterogeneity within principal cell subclusters. In order to explore cell-to-cell variability in mRNA abundance between individual cells comprising any given principal cell subcluster, we set out to identify the fraction of cells in each subcluster expressing any given gene. However, the low efficiency of mRNA capture in scRNA-Seq makes it difficult to distinguish ‘true zeroes’ – cases where a given cell does not express a gene – from technical dropouts resulting from failure to capture any molecules of the gene in question. To address this, we used DESingle (Miao et al., 2018) to estimate the true fraction of expressing cells for any given gene by inferring statistical likelihood of technical dropouts. Full dataset for this analysis is included as Supplementary file 3. (**A**) Principal cell clusters 1-15, reproduced from Figure 3B. (**B**) Using the output of DESingle, three plots show the relationship between gene expression level and fraction of expressing cells, using the principal cell subcluster corresponding to the initial segment (C1) for illustration. Left panel shows average expression level (across all cells in the cluster) on the x axis, expressed as UMIs normalized to parts per million, compared to expression level only in the subset of cells that detectably express the gene. At high expression levels, these values converge, indicating that extremely highly expressed genes are generally consistently detected throughout the cell population, whereas at lower average expression many genes fall above the diagonal, highlighting genes expressed in only a subset of cells. Middle and right panels compare a gene’s expression level (either confined only to expressing cells, or across all cells in the cluster, as indicated) to the fraction of expressing cells. *Clu* is shown in all three panels to highlight an example of high cell-to-cell variation for a gene known to exhibit patchy expression in the caput epididymis (Hermo et al., 1991). (**C**) Scatterplots for all 15 principal cell subclusters, comparing gene expression level only in expressing cells (x axis) to fraction of expressing cells (y axis). Substantial cell-to-cell heterogeneity can be observed across all subclusters – in general, genes located in the lower right area of these graphs represent highly expressed genes with unusually high cell-to-cell variability. See also Supplementary file 3. (**D-E**) Illustrative examples of genes exhibiting similar abundance in expressing cells (plotted in left panel of (D) for the first five principal cell clusters), but with different behaviors across cells (right panel, (D)). Expression across all principal cell subclusters is illustrated in (**E**) for all four genes. *Wfdc10* and *Crisp1* are both consistently expressed in the majority of cells in all five subclusters, and are typical examples of highly expressed genes. *Rnase9* is a marker of clusters 4–5 and is penetrantly-expressed in these clusters. Importantly, a small number of *Rnase9*-positive cells can be detected in the more proximal clusters 1–3, and, interestingly, these rare cells express *Rnase9* at similar levels to cells in clusters 4–5. Finally, *Cst12* is one of the markers of cluster 2, yet even in this cluster only a small subpopulation of cells express this gene.

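*Clu* (chromosome 14, 65968483 to 65981548) had a UMI in 18 of the 82 principal 1 cells that could be thinned (22.0%, 13.6 to 32.5), with 62 cells left out. Without thinning the share was 25.0% of 144 cells. In principal 2 it was 58.3% (50.5 to 65.9) of 168 cells, with 185 left out and 42.2% unthinned. In principal 3 and 4 every thinned cell had a UMI, as did 104 of 105 cells in principal 5. The level was 596 UPM in principal 1 and 2961.58 UPM in principal 2. The median depth was 1613 UMIs in principal 1 and 924 in principal 2.

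The share in principal 1 was set against cells that should lack *Clu*. Among the Amylin-positive clear cells, which came from the caput and corpus and had a median of 4544.5 UMIs, 1 of 50 cells had a UMI (2.00%, 0.0506 to 10.6). Among immune cells it was 4.43% of 158 cells, but 2 of the 8 from the caput (25%, 3.19 to 65.1), too few to set a background for that library. Counted as cells with at least 2 UMIs, the share in principal 1 was 12.2%, and thinned to 500 UMIs it was 11.5%, the largest move of any alternative.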

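Thinned to the same depth, *Wfdc10* (chromosome 2, 164656046 to 164657368) had a UMI in 98.8% of principal 1, 82.1% of principal 2, 100% of principal 3 and principal 4 and 93.3% of principal 5 cells, with 82, 168, 45, 40 and 105 cells counted and 62, 185, 106, 34 and 134 left out. Unthinned, the shares were 86.1%, 55.5%, 72.8%, 95.9% and 65.7%, and in immune cells the thinned share was 3.80% of 158, with 37 left out. *Crisp1* had a UMI in 65.0% of principal 4 and 38.1% of principal 5 cells (50% and 41% unthinned). In principal 1 and principal 2 it was 1 of 82 (1.22%) and 1 of 168 (0.595%), and in principal 3 it was 0 of 45, which allows a share of up to 6.67% (0.694%, 1.42% and 1.32% unthinned). The share of immune cells was 8.23%, and of basal cells from the caput 0.410% (1 of 244), so that the shares in principal 1 to 3 were at the level of background. The median depth was 565 to 1613 UMIs in principal 1 to 5, 2887 in immune cells and 5488 in basal cells from the caput.

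**Figure D2:**
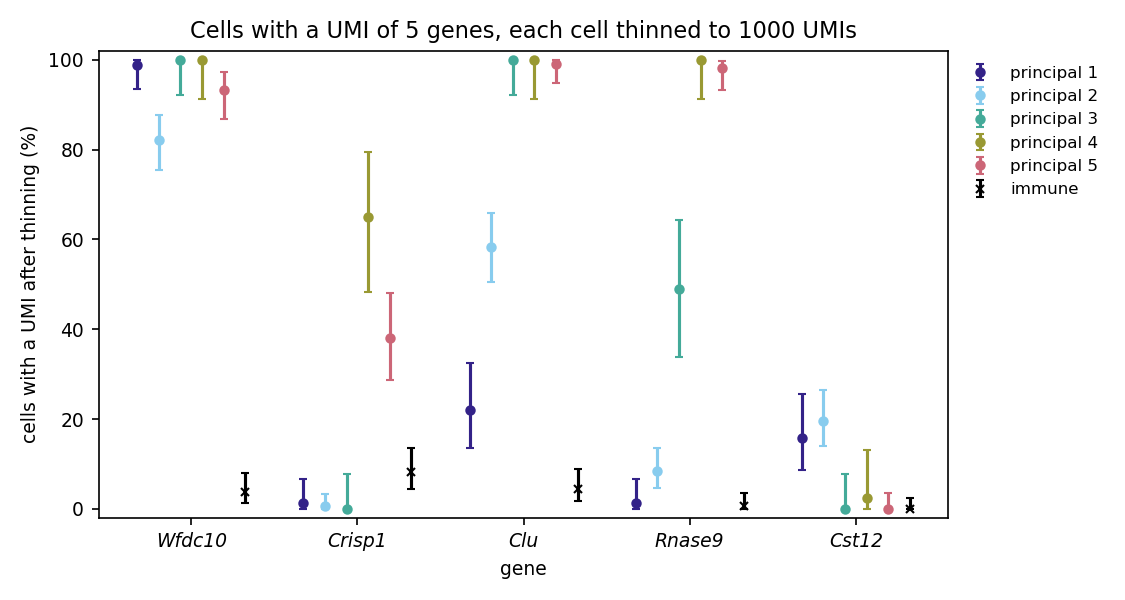
Points give the percentage of cells with a UMI of 5 genes in principal 1 to 5 after thinning to 1000 UMIs, with 95% Clopper-Pearson intervals, and crosses give immune cells. *Wfdc10* lies above 80% in all 5 subclusters, while *Crisp1* rises above immune cells only in principal 4 and principal 5.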

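Thinned, *Rnase9* had a UMI in 100% of 40 principal 4 cells and 98.1% of 105 principal 5 cells. The share was 48.9% of principal 3 (22 of 45, 33.7 to 64.2), 8.33% of principal 2 (14 of 168, 4.63 to 13.6) and 1 of 82 cells in principal 1. Unthinned shares were 27.8% in principal 3 and 8.22% in principal 2. Basal cells from the caput had a share of 1.64% (4 of 244) and immune cells 0.633%, so that principal 1 was at the level of background. Over the cells with a UMI, the level was 8684.14 UPM in principal 3 and 2209.07 UPM in principal 2, against 22793.7 UPM in principal 4 and 9117.71 UPM in principal 5. Such levels are lifted in shallow cells, since a cell enters them only with a UMI of the gene.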

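*Cst12* (chromosome 2, 148789365 to 148793432) had a UMI in 33 of 168 thinned principal 2 cells (19.6%, 13.9 to 26.5) and in 13 of 82 principal 1 cells (15.9%). Unthinned, the share in principal 2 was 58 of 353 cells (16.4%). It was 0 of 158 in immune cells, which allows a share of up to 1.90%, and 3.28% (8 of 244) in basal cells from the caput. The levels of both subclusters were close, with 2505 UPM in principal 1 and 2285 UPM in principal 2. Cells of principal 2 with a UMI had 12090 UPM.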

**Figure 3—figure supplement 2.**
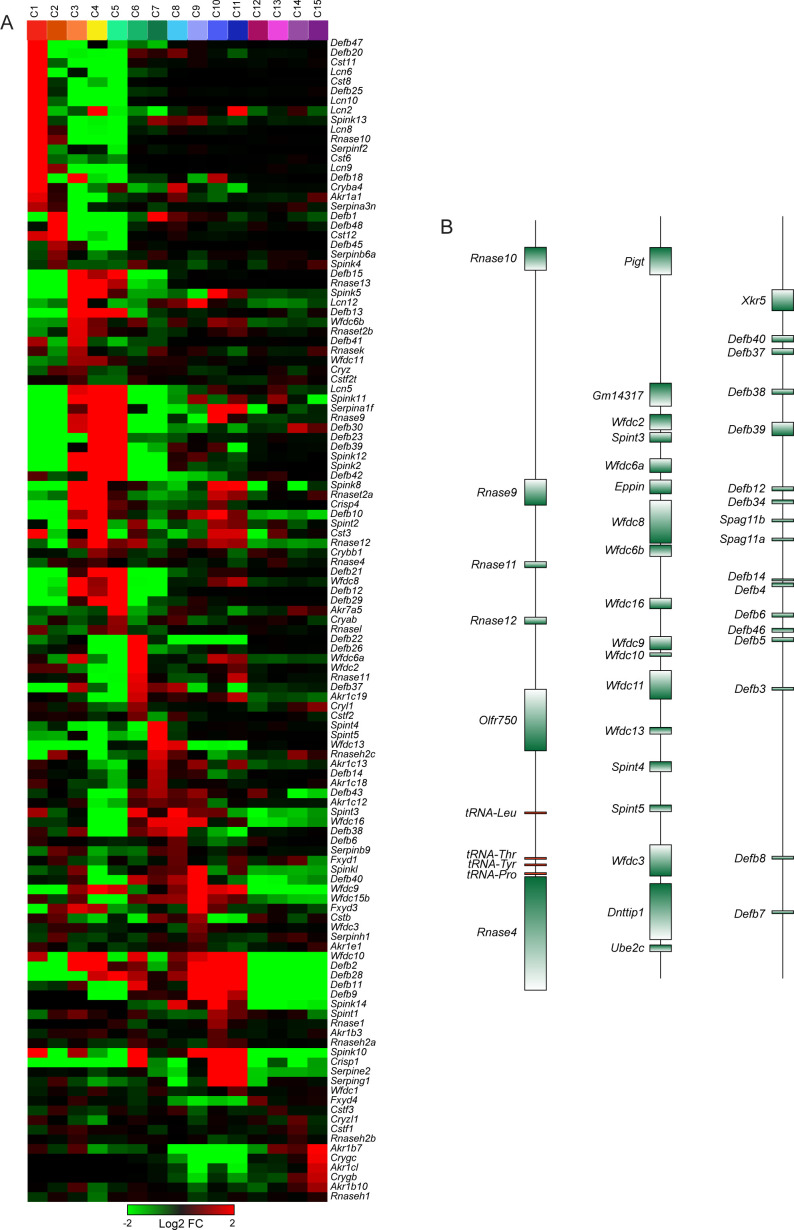
Region-specific expression of multi-gene family members. (**A**) Heatmap showing expression of individual members of several multi-gene families (*Rnase*, *Lcn*, *Cst*, *Defb*, *Wfdc*, *Spint*, *Spink*, *Serpin*) across the 15 principal cell subclusters from Figure 3. (**B**) Three examples of relevant multigene clusters exhibiting region-specific expression of individual cluster members.

**Figure 3—figure supplement 3.**
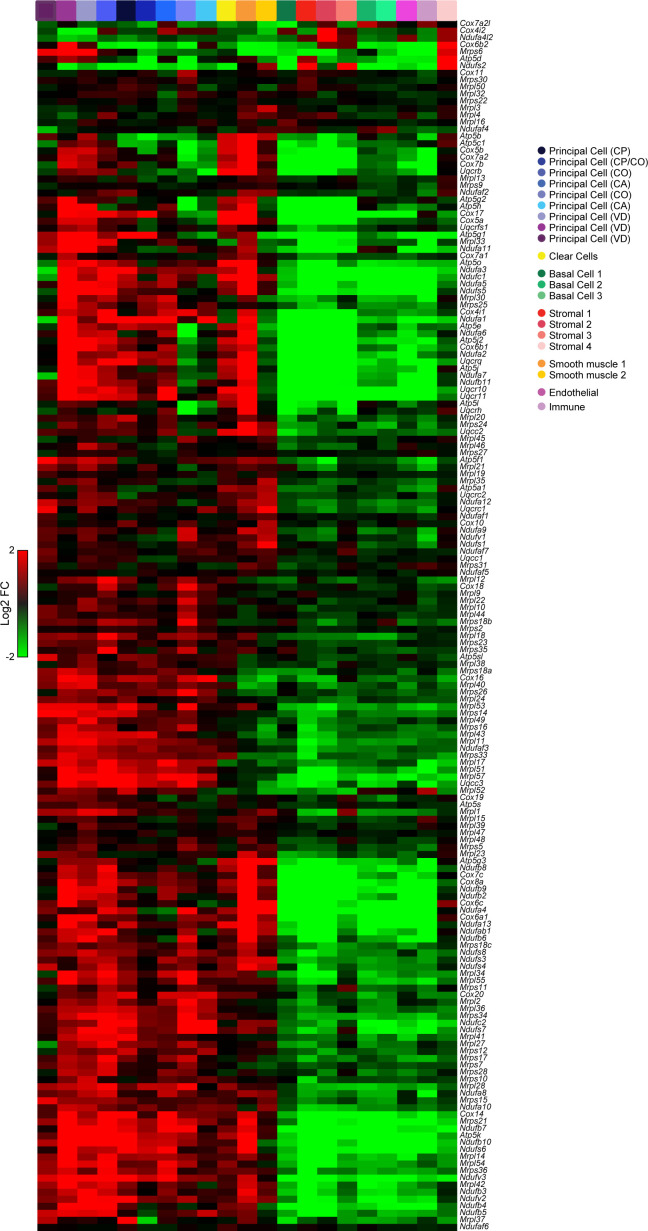
High levels of oxidative energy production in principal, clear, and muscle cells. Heatmap shows expression of various nuclear-encoded mitochondrial genes (*Mrpl*, *Mrps*, *Ndufa*, *Cox*, *Uqcr* gene families) across the entire 21 cluster dataset from Figure 2A. Clusters expressing high levels of nuclear-encoded mitochondrial genes included all principal cell clusters, both muscle clusters, and the clear cells (leftmost 12 columns), while low expression of these genes was observed in basal, immune, and stromal cell types (rightmost nine columns).

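Nuclear genes for mitochondrial proteins, a list of 124 genes, took 2.95% of the UMIs of principal cells, 3.45% of those of clear cells and 4.49% of those of muscle cells. They took 1.37% in stromal, 1.30% in basal, 1.17% in endothelial and 0.996% in immune cells. The share in principal, clear and muscle cells together was 2.44 times that in the other types, and 1.68 times without the vas deferens library, the largest move of any alternative. That library also decided the value of principal cells, which was 1.94% without it. By cluster, the range was 1.42% to 4.16% over the 9 principal cell clusters and 3.47% to 5.14% over both muscle clusters. It was 0.723% to 1.35% over the basal and 0.658% to 1.66% over the stromal clusters.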

**Figure 3—figure supplement 4.**
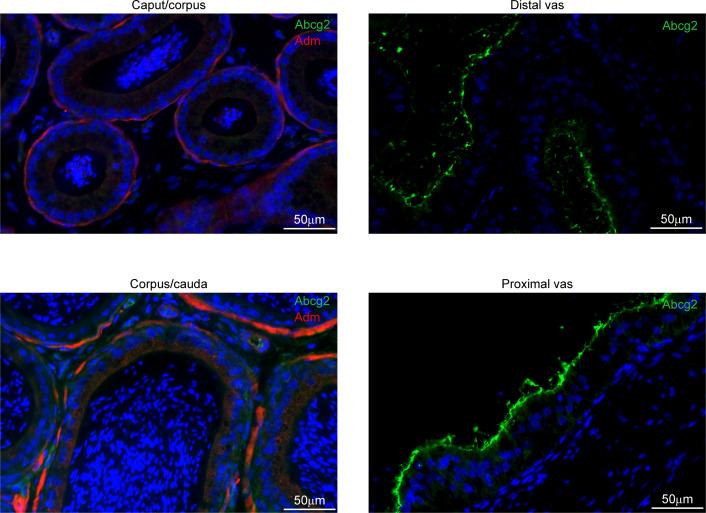
Apical localization of Abcg2 in the vas deferens. Left panels: immunostaining for Adm (a basal cell marker, in red) and Abcg2 (specific to vas deferens principal cells, in green), and counterstained with DAPI, in the epididymis. Images from the epididymis show Adm-positive basal cells, with no Abcg2-positive cells, as expected. Along with secondary only controls (not shown), the absence of Abcg2 staining in the epididymis provides additional negative controls for the other immunostaining studies in this manuscript. Right panels: vas deferens images show Abcg2 and DAPI staining, confirming widespread principal cell expression and predicted apical staining of Abcg2.

To investigate cellular heterogeneity among principal cells, we performed iterative re-clustering with cells from these nine clusters (Materials and methods, Figure 3B, Figure 3—figure supplement 1, Supplementary file 3). 

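Re-clustered, the principal cells formed 15 subclusters of 74 to 516 cells. In 8 of them at least 95% of the cells came from 1 library, and in 11 at least 90% did. All 4 vas deferens subclusters were among the 8, the least pure with 98.8% of its cells from the vas deferens. Of the 11 epididymal subclusters, 4 passed 95% and 7 passed 90%. The most mixed was principal 11, with 141 cells from the cauda, 100 from the vas deferens and 3 from the corpus.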

The second round of clustering was again dominated by the anatomical origin of principal cells, separating cells from the caput, corpus, cauda, and vas deferens (Figure 3C). Moreover, at this resolution, cells from each anatomic region could be further subdivided into three to four subtypes (Figure 3B), largely reflecting further subspecialization of cells in the various compartmentalized epididymal segments (Johnston et al., 2005). For instance, cells corresponding to the mouse initial segment were readily identified as a subset of principal cells from the caput dissection based on their expression of genes (*RNase10*, *Cst11*, *Lcn2*, *Mfge8*, and others) previously associated with segment 1 (Johnston et al., 2005), and were distinguished from other cells from more distal segments of the caput epididymis (*Lcn2* and *Defb15* for segments 3–4, etc.). Similarly, corpus and cauda principal cell subclusters reflected anatomical segmentation (Figure 3D–E), separating corpus cells into segments 5–6 and 7 (*Lcn5*/*Rnase9*/*Plac8* vs *Npy*, respectively), and cauda cells into segments 8–9 and 10 (*Gpx3*/*Klk1b27*/*Hint1*/*Gstm2* vs *Ptgds*/*Spink10*/*Crisp1*). Also consistent with prior data, while some genes were focally expressed in only one or two adjacent segments (eg *Npy* for segments 7–8), other spatially restricted genes were expressed across broader domains crossing multiple contiguous segments (eg *Ptgds*, *Defb43*). 

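Segment 1 was matched to principal 1, with 144 cells, and to principal 2, which the paper places in segments 1 to 2. The higher level of principal 1 and principal 2 was compared with the highest level in any other epididymal subcluster. All 4 named genes were highest in principal 1 or principal 2. The ratio was 34.8 for *Rnase10* and 2.27 for *Lcn2*, the gene with the smallest ratio, and both were highest in principal 1. These ratios do not compare principal 1 with principal 2. In principal 3, which was matched to segments 3 to 4 and held 151 cells with a median of 565 UMIs, *Defb15* was 8.24 times the next subcluster. *Lcn2* had 4047.44 UPM there and 9193.63 UPM in principal 1.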

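Each gene was compared between the subclusters matched to its segments and all other epididymal subclusters. The 3 genes of segments 5 to 6 were highest in their own subclusters, from 2.62 times the next for *Plac8* to 5.45 times for *Rnase9* (chromosome 14, 51038459 to 51041903). *Npy* was 9.56 times the next outside the subclusters of segment 7. For segments 8 to 9, *Klk1b27* was 4.56 times, *Gpx3* 1.24 times and *Hint1* 1.02 times the next, while *Gstm2* was highest in principal 7 and reached 0.823 of that level. The 3 genes of segment 10 were highest in its subclusters, taken as principal 10 and principal 11, by ratios from 1.13 for *Spink10* to 2.21 for *Crisp1* (chromosome 17, 40293758 to 40319207). Principal 10 was also counted with segments 8 to 9. The paper matches it to late segment 9, with some markers of segment 10.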

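*Npy* (chromosome 6, 49822710 to 49829507) had 4444 UPM in principal 6 and 3151 UPM in principal 7. It had 465 UPM in principal 8, 241 UPM in principal 10 and at most 115 UPM in every other subcluster. *Ptgds* had 5154 UPM in principal 3, 7877 UPM in principal 6, 11864.7 UPM in principal 8 and 16393.7 UPM in principal 10, against 363 UPM in principal 1. *Defb43* had at most 60.9 UPM in principal 1 to 5. From principal 6 to principal 11 its lowest level was 1585 UPM and its highest 3446 UPM. The paper states that the subclusters follow the segmentation known from earlier functional and molecular studies.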

Overall, our subclustering is concordant with prior functional and molecular studies of epididymal segmentation, and supports the notion that the anatomical segmentation of the epididymis generates multiple distinct microenvironments that sperm experience during post-testicular maturation (Domeniconi et al., 2016).

As is clear from many prior studies of epididymal gene regulation (Guyonnet et al., 2009; Hales et al., 1980; Hall et al., 2007; Jelinsky et al., 2007; Jervis and Robaire, 2001; Johnston et al., 2005; Papp et al., 1995; Ribeiro et al., 2016; Thimon et al., 2007), the genes that define principal cells from any given segment tend to be members of multi-gene families encoded in genomic clusters of many paralogous genes (Figure 3D–E, Figure 3—figure supplement 2). These clusters include gene families encoding serine protease inhibitors, antimicrobial defensin peptides, cysteine-rich peptides involved in glycocalyx maturation, small molecule-binding lipocalins, aldo-keto reductases, and RNaseA family members. 

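The families of *Akr*, *Cst*, *Defb*, *Lcn*, *Rnase*, *Serpin*, *Spink*, *Spint* and *Wfdc* genes gave 150 genes, of which 109 had at least 20 UMIs over all principal cells. They were highest in the caput for 37 genes, in the corpus for 34, in the cauda for 27 and in the vas deferens for 11. Of the 603 genes restricted to a region, 43 (7.13%, 5.21 to 9.49) were members, against 100 (1.10%) of all 9122 genes that could have passed. Among 32 *Defb* genes, 12 were highest in the caput, 11 in the corpus, 9 in the cauda and 0 in the vas deferens. Among 7 *Lcn* genes, 6 were highest in the caput and 1 in the corpus.

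**Figure D3:**
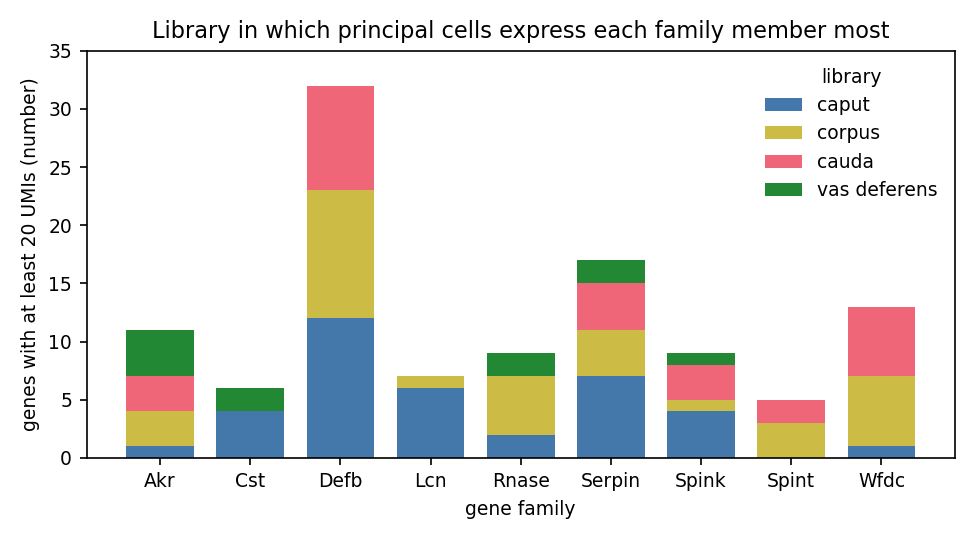
Bars give, for each of 9 families, the number of genes with at least 20 UMIs over all principal cells whose highest level in principal cells was in each library. The *Defb* bar is split 12, 11 and 9 between the caput, corpus and cauda.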

The encoded proteins play roles throughout the male reproductive tract, both locally in the epididymal lumen as well as in downstream regions of the male reproductive tract, or even in the female reproductive tract (see Discussion). Curiously, a number of these region-specific proteins, including various metabolic enzymes, small-molecule-binding proteins, and defensins, also end up decorating the sperm surface.

As our data largely confirm the extensive prior literature on segmental gene regulation across the epididymis, we focused next on gene expression in the vas deferens, which has been the subject of relatively few genome-wide studies (Snyder et al., 2010). In contrast to the principal cells of the epididymis, few of the marker genes for the vas deferens are encoded in large multi-gene families, with two major exceptions being members of gene families encoding serine protease inhibitors (*Akr1b7*, *Akr1c1*) (Jagoe et al., 2013) and crystallin proteins (*Crygb*, *Crygc*). Instead, genes enriched in the vas deferens included various transmembrane transporters (*Abcg2*, *Fxyd4*, *Aqp2*, etc.) and signaling molecules (*Plac8*, *Ptgr1*, *Ptges*, *Ptgs2*, *Prlr*, *Cited1*, *Pcbd1*, *Comt*, *Slco2a1*, etc.). 

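Of the 143 genes restricted to the vas deferens, 3 (2.10%, 0.435 to 6.01) belonged to one of these 9 families, against 8.49% of the 271 caput, 7.52% of the 133 corpus and 12.5% of the 56 cauda genes. The 1217 cells of the 4 vas deferens subclusters of principal cells, principal 12 to 15, were compared with all other principal cells. Other cell types were left out of these ratios. *Akr1b7* had a ratio of 148 (142 to 155), *Crygb* (chromosome 1, 65080222 to 65082290) 88.7 (50.5 to 172, 12 UMIs in the other cells) and *Crygc* (chromosome 1, 65071525 to 65073532) 168 (132 to 218). Without the caput library the ratios of *Crygb* and *Crygc* were 59.0 and 112. *Akr1cl* had a ratio of 171 (95.6 to 344). In total 328 genes had a ratio of at least 4. Of the 100 vas deferens cells that the table places in principal 11, 56 had a UMI of *Akr1b7*, *Abcg2* or *Aqp2*, and all 100 are counted among the other cells here.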

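Against all other principal cells, *Abcg2* had a ratio of 41.9 (38.3 to 46.1), *Aqp2* of 79.7 and *Fxyd4* of 47.1. All 3 were highest in a vas deferens subcluster among the 15 principal cell subclusters. Signaling genes that were also highest there had ratios of 26.7 (*Ptgr1*), 22.2 (*Plac8*), 14.0 (*Slco2a1*), 12.5 (*Cited1*), 12.0 (*Ptgs2*), 7.09 (*Ptges*), 5.64 (*Pcbd1*) and 3.43 (*Prlr*). The cauda library lowered 3 of them: without it the ratio was 66.2 for *Ptgr1*, 20.4 for *Ptgs2* and 11.0 for *Ptges*.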

Vas deferens clusters were also enriched for expression of nuclear-encoded genes involved in mitochondrial energy production (*Atp5g1*, *Uqcr10*, *Ndufa3*, *Cox6b1*, *Ndufa7*, *Ndufa11*, *Atp5e*, *Mrpl33*, etc.), but this was not unique to the vas deferens – across the epididymis, mitochondrial energy production was enriched in principal, clear, and muscle cells, and depleted in basal, immune, endothelial, and stromal cells (Figure 3—figure supplement 3).

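For the 8 named genes, the ratio of the vas deferens subclusters of principal cells to all other principal cells ran from 2.11 for *Atp5e* to 3.88 for *Ndufa11*. Each was highest in a vas deferens subcluster among the 15 principal cell subclusters.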

We were particularly interested in one notable marker of vas deferens epithelial cells, *Abcg2*, which encodes a xenobiotic transporter whose functions are best-understood in the placenta. 

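*Abcg2* (chromosome 6, 58584491 to 58692451) had 3694.28 UPM (3639.43 to 3749.75) in principal cells of the vas deferens library. In the principal cells of the other libraries it had 22.6 UPM (39 UMIs, caput), 2.11 UPM (3 UMIs, corpus) and 10.9 UPM (19 UMIs, cauda). Endothelial cells had 624 UPM, with a UMI in 41.5% of 200 thinned cells, 45 left out and 52.2% of 245 unthinned. Immune cells had a UMI of it in 0 of 158 thinned cells, which allows a share of up to 1.90%. The 100 vas deferens cells of principal 11 are part of the principal cells here, and 44 of them had no UMI of *Abcg2*, *Akr1b7* or *Aqp2*.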

Abcg2 is localized to the apical end of syncitiotrophoblast cells of the human placenta, where it protects the developing fetus by pumping small molecules back into the maternal circulation, thereby preventing xenobiotics from crossing the placental barrier (Wang et al., 2006). Abcg2 has also been implicated in sperm function, as it is localized on the sperm surface where it is proposed to play a role in modulating the levels/localization of specific membrane lipids (Caballero et al., 2012). Although the function of Abcg2 in the vas deferens is unclear, we note that ABC-class transporters such as Abcg2 are typically localized to the apical end of polarized epithelia, which we confirmed with immunofluorescence (Figure 3—figure supplement 4). This suggests that Abcg2 expression in the vas deferens would be predicted to pump small molecules *into* the lumen, rather than clearing them out. As ABC class transporters such as Abcg2 are known to pump some endogenously synthesized molecules (such as heme), our data suggest an unappreciated role for this protein in concentrating some factor(s) in the lumen of the vas deferens.

### Clear cells

Clear cells are largely responsible for one of the best-known functions of the epididymis, which is to provide an acidic luminal environment that ensures that sperm remain quiescent until mating occurs (Breton et al., 1998; Breton et al., 1999; Brown et al., 1992). This function is accomplished via high-level expression of vacuolar ATPase (V-ATPase) genes (Breton and Brown, 2013; Breton et al., 1996; Carr and Acott, 1984; Hermo et al., 2000), and clear cells are readily identified in our dataset by expression of the V-ATPase-encoding marker genes *Atp6v0c*, *Atpv1e1*, and *Atp6v1a* (Figure 2B–C). In addition to expressing genes encoding V-ATPase subunits and V-ATPase-interacting proteins (*Dmxl1*), clear cells were enriched for genes involved in a wide range of functions, with the two most prominent being energy metabolism and membrane trafficking. 

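Against all other cells, clear cells had ratios of 12.4 (11.6 to 13.3) for *Atp6v1a*, 5.80 (5.59 to 6.01) for *Atp6v0c* and 8.53 (8.00 to 9.09) for *Atp6v1e1*. For *Atp6v1g3* (chromosome 1, 138273738 to 138289462) the ratio was 302 (278 to 329), and 464 without the corpus library. All 4 genes were higher in clear cells than in every other cell type.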

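*Dmxl1* was 5.22 times (4.56 to 5.95) as high in clear cells as in all other cells.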

In the former case, similar to vas deferens principal cells, clear cells also express high levels of genes involved in metabolic energy production, presumably serving to provide the high levels of ATP needed to power the acidification of the epididymal lumen. In addition to this elevated energy production, clear cells are also characterized by high expression of various membrane trafficking genes (*Dab2*, *Ap1s3*, *Arf3*, *Stx7*, *Cdc42se2*). This is consistent with the important role for active membrane recycling/endocytosis in localization of the vacuolar ATPase to clear cell microvilli (Breton and Brown, 2013; Shum et al., 2011).

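Of these 5 genes, *Dab2* had the largest ratio to all other cells, 18.1 (17.0 to 19.3), followed by *Ap1s3* with 5.50. Without the vas deferens library *Ap1s3* rose to 8.75. The ratio was 4.72 for *Cdc42se2*, 4.71 for *Arf3* and 4.12 (3.77 to 4.50) for *Stx7*. Each of the 5 was higher in clear cells than in any other cell type.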

To explore diversity among epididymal clear cells, we isolated and reclustered them (Figure 4A) as described above for principal cells, finding three clear cell subclusters (Figure 4B). Two of these clusters included clear cells from throughout the epididymis, while Cluster 2 was comprised entirely of clear cells from the caput and corpus epididymis (Figure 4C). This subcluster was distinguished by the expression of a small number of genes, with one standout marker gene: *Iapp*, encoding islet amyloid polypeptide, or Amylin (Figure 4D, Figure 4—figure supplement 1). 

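The clear cells split into clear 1 with 54 cells, clear 2 with 78 and clear 3 with 216. From the caput, corpus, cauda and vas deferens in that order came 6, 24, 11 and 13 cells of clear 1, and 28, 69, 94 and 25 cells of clear 3. Clear 2 had 39 cells from the caput, 39 from the corpus and none from the other two libraries. Depth differed, with a median of 698.5 UMIs in clear 1, 4544.5 in clear 2 and 5327.5 in clear 3. Of the 54 cells of clear 1, 16 carried more UMIs of basal than of clear cell genes, and all 13 of its cells from the vas deferens were among them.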

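*Iapp* (chromosome 6, 142298425 to 142303820) had 47344.5 UPM in clear 2 and 699.52 UPM in all other clear cells, a ratio of 67.7 (63.0 to 72.8). Thinned, every one of 50 clear 2 cells had a UMI (92.9 to 100, 28 left out; unthinned 78 of 78), against 27 of 188 other clear cells (14.4%, 9.68 to 20.2; unthinned 15.2%) and 0 of 158 immune cells, which allows a share of up to 1.90%. By library, clear 2 had 44316.4 UPM (43222.1 to 45431.4) in the caput and 49593.3 UPM (48594.5 to 50607.4) in the corpus. The other clear cells had 509.9 UPM in the caput, 2555.34 UPM in the corpus and 31.1 UPM in the cauda, and 0 UMIs in the 38 cells of the vas deferens, which allows up to 20.0 UPM.

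The corpus library set the level in the other clear cells. Without it the ratio was 462 and the share of other clear cells with a UMI was 2.99%, and without the cauda library they were 33.8 and 26.0%. In total 15 genes were at least 4 times as high in clear 2 as in the other clear cells, against 35 in clear 1 and 55 in clear 3. After *Iapp* the largest ratios in clear 2 were 9.14 for *Spag11b*, 8.88 for *Lcn8*, 8.40 for *Edn2* and 8.25 for *Tmem151b*. In principal cells, *Spag11b* and *Lcn8* were restricted to the caput, with 44408.9 and 11638.3 UPM there. The caput gave 39 of the 78 clear 2 cells. It gave 34 of the other clear cells, beside 93 from the corpus, 105 from the cauda and 38 from the vas deferens. The ratios of *Spag11b* and *Lcn8* may therefore follow the mix of libraries.

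**Figure D4:**
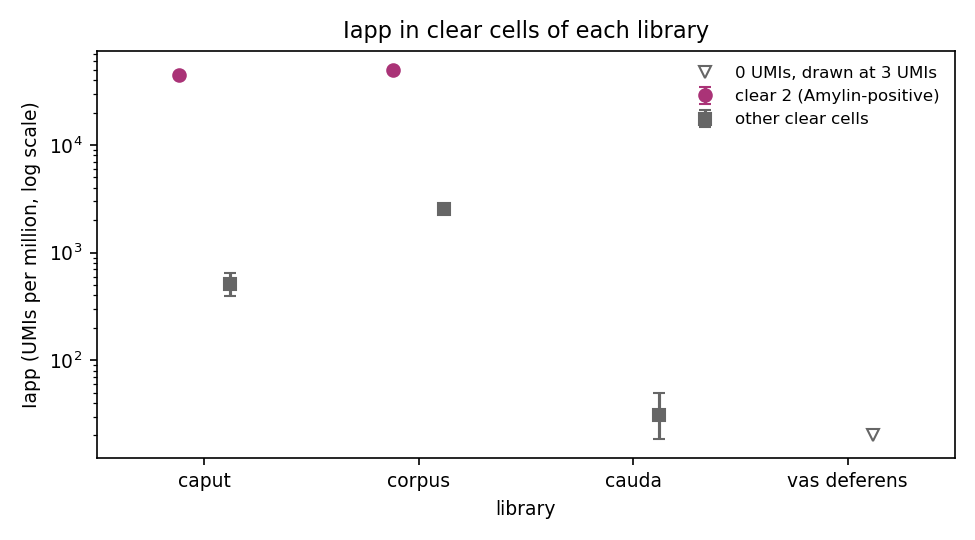
Points give the level of *Iapp* in UPM on a log scale for clear 2 (circles) and the other clear cells (squares) in each library, with exact 95% Poisson intervals. The open triangle stands at 3 UMIs for the vas deferens, where 0 UMIs were counted in 38 cells.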

To validate these potentially distinct clear cell types, we stained epididymal tissue sections for a general clear cell marker (V-ATPase) and for Amylin. Consistent with the single-cell expression profiles, we find that Amylin labels a subset of V-ATPase-positive clear cells in the caput and the corpus epididymis, and that these cells were undetectable in the cauda or vas deferens (Figure 4E, Figure 4—figure supplement 1C and not shown). We note that it seems unlikely that Amylin-positive clear cells correspond to the classical clear cell subtypes known as ‘narrow’ and ‘apical’ cells, which are uniquely found in the initial segment of the caput epididymis (Abou-Haïla and Fain-Maurel, 1984; Adamali and Hermo, 1996; Breton et al., 2016; Sun and Flickinger, 1979; Sun and Flickinger, 1980), as we find Amylin-positive cells outside of the initial segment. Together with the observation that only a subset of clear cells in any given cross-section were Amylin-positive, our data suggest the intriguing possibility that Amylin-positive cells represent a functionally distinct subclass of clear cells.

**Figure 4.**
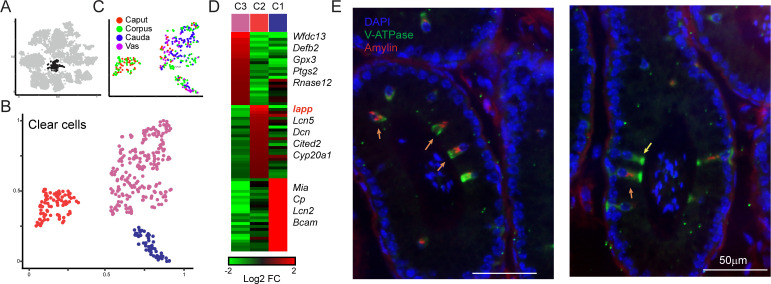
Amylin is a marker for a distinct subset of clear cells. (**A-C**) Reclustering of clear cells. Panels are analogous to Figure 3A–C. (**D**) Heatmap showing marker genes for the three clear cell clusters. (E)Amylin marks a subset of epididymal clear cells. Immunofluorescence image of a tubule of the caput epididymis, stained for DAPI, V-ATPase-G3 (marker for clear cells), and Amylin, as indicated. Yellow arrow shows an Amylin-negative clear cell, while orange arrows show Amylin-positive clear cells. See also Figure 4—figure supplement 1.

**Figure 4—figure supplement 1.**
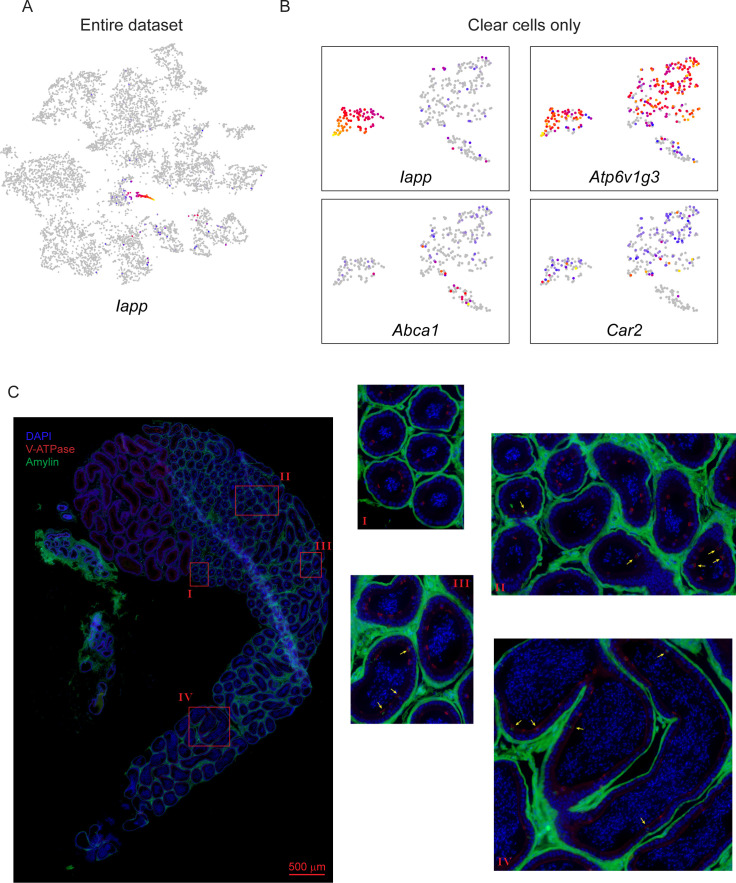
Clear cell subspecialization. (**A**) Expression of *Iapp* across all cells in our dataset, highlighting its expression confined to the clear cell cluster in the center. (**B**) Gene expression across the reclustered clear cells (Figure 4B), with expression of the indicated marker genes illustrated as in Figures 2C and 3E. Marker genes here include: *Iapp*, which highlights a well-demarcated cluster of caput and corpus-enriched clear cells; *Atp6v1g3*, a pan-clear cell marker (Breton et al., 1996; and *Car2* and *Abca1*, previously described as markers of apical and narrow cells of the initial segment (Adamali and Hermo, 1996). (**C**) Localization and heterogeneity of Amylin-positive clear cells. Immunofluorescence images for the indicated regions of the caput and corpus epididymis, stained with V-ATPase (red) and Amylin (green), and counterstained with DAPI, as in Figure 2E. Left panel shows broad view of first 5–6 segments of the epididymis, with four zoomed in images indicated. Not that this staining experiment was carried out with less stringent washing conditions than for the images shown in Figure 4E, and was contaminated by nonspecific interstitial staining. However, in addition to this background staining in the interstitium, we observed specific Amylin signal in a small subset of clear cells, with a handful of examples indicated by yellow arrows. Importantly, Amylin-positive cells were observed in both caput and corpus epididymis but not in the cauda. In addition, even in the caput and corpus we noted the presence of both Amylin-positive and Amylin-negative clear cells. These two observations argue against Amylin being a marker for narrow or apical cells.

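*Atp6v1g3* had a UMI in 49 of 50 thinned clear 2 cells (98.0%) and 158 of 188 other clear cells (84.0%). *Abca1* had one in 3 of 50 (6.00%) and 13 of 188 (6.91%), with a ratio of levels of 0.647 (0.328 to 1.18), a difference that was not detectable at this depth. Of the genes named for the subclusters, all 4 of clear 1 and 4 of 5 of clear 3 were highest there, and 3 of 5 of clear 2, where *Lcn5* and *Cited2* were higher in clear 1. In clear 1, 16 of the 54 cells had more UMIs of basal than of clear cell genes, and these held 49 of 51 UMIs of *Mia*, 46 of 54 of *Lcn2*, 15 of 29 of *Cp* and 7 of 16 of *Bcam*. The other 38 cells had 60.2 UPM of *Mia*, 241 of *Lcn2*, 421 of *Cp* and 271 of *Bcam*, against 39.5, 42.3, 40.4 and 25.7 UPM in clear 3.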

### Basal cells

The third major cell type consists of the basal cells, so-named for the fact that their cell bodies are primarily localized on the basal surface of the tube, although their cytoplasmic processes have been shown to reach the lumen in some regions of the epididymis (Shum et al., 2008). Basal cells are believed to play an important role in maintaining the structural integrity of the blood-epididymis barrier, and it has been proposed that they may be adult stem cells for the epididymal epithelium (Mandon et al., 2015; Pinel et al., 2019). 

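*Itga6* (chromosome 2, 71786886 to 71858427) was 9.33 times (8.45 to 10.3) and *Krt14* 136 times (123 to 150) as high in the 1412 basal cells as in all other cells. The level of *Itga6* was 245 UPM (233 to 258) in basal cells and 268 UPM (234 to 306) in endothelial cells. *Krt5* had a ratio of 55.9 (45.8 to 68.8). A clear cell subcluster, clear 1, had 24 UMIs of *Krt14*, of which 23 were in the 16 of its 54 cells that carry more UMIs of basal than of clear cell genes.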

Three clusters of basal cells were identified in our dataset based on the shared expression of marker genes including *Itga6* and *Krt14* (Figure 2C–D). 

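Of 8 adhesion genes, 7 were higher in basal cells than in every other cell type, with ratios to all other cells of 41.8 (39.1 to 44.8) for *Sfn*, 27.7 for *Cldn1*, 23.4 for *Itgb6*, 14.2 for *Bcam*, 13.2 for *Cldn4*, 5.45 for *Cdh16* and 3.88 for *Epcam*. *Gja1* had a ratio of 3.47 (3.24 to 3.72) but was higher in endothelial cells, with 582 UPM against 272. Single libraries decided some of these values. Without the corpus the ratio of *Itgb6* was 51.0, and without the vas deferens it was 14.3 and that of *Cdh16* 3.47.

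Among signaling genes that were highest in basal cells, *Egfl6* had a ratio of 59.9 (45.5 to 80.3), which was 111 without the caput library, and *Cd9* had a ratio of 2.89 (2.80 to 2.98). *Adm* had a ratio of 25.1, *Nrg1* of 15.9, *Dll1* of 15.0, *Ctgf* of 10.7 and *Egfr* of 10.1. Without the vas deferens library *Nrg1* and *Egfr* rose to 33.4 and 15.9. *Hbegf* (ratio 6.35) and *Cd44* (ratio 4.40) were slightly higher in other types, at 1899 UPM in endothelial against 1516 in basal cells and 215 UPM in immune against 213 in basal cells.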

Co-expressed with these genes were a wide variety of genes involved in cell adhesion (*Bcam*, *Gja1*, *Cldn1*, *Cldn4*, *Epcam*, *Sfn*, *Cdh16*, *Itgb6*) and intercellular signaling (*Adm*, *Egfr*, *Hbegf*, *Nrg1*, *Ctgf*, *Dll1*, *Egfl6*, *Cd44*, *Cd9*, *Tacstd2*), consistent with a recent genome-wide analysis of isolated rat basal cells (Mandon et al., 2015). In addition to expressing cell adhesion molecules, basal cells exhibited high level expression of several genes involved in membrane trafficking and lipid metabolism (*Cd9*, *Sdc1*, *Sdc4*, *Vmp1*, *Apoe*, *Apoc1*, *Sgms2*), suggesting that basal cells may exhibit more dynamic membrane remodeling, or vesicle production, than currently appreciated.

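All 7 genes were highest in basal cells. *Apoe* (chromosome 7, 19696244 to 19701310) had 24599.6 UPM there and 15968.8 UPM in immune cells, the next highest type, and was 11.0 times as high as in all other cells. The ratio was 5.88 for *Sdc4*, 5.76 for *Apoc1*, 5.65 for *Sdc1*, 4.69 for *Sgms2* and 2.74 (2.64 to 2.85) for *Vmp1*. *Apoc1* had a ratio of 22.3 without the vas deferens library. From this expression the paper proposes that basal cells may be more active in membrane remodeling or in making vesicles than has been thought.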

It has been suggested that basal cells of the epididymis express antigens common to mononuclear phagocytic cells such as macrophages and dendritic cells and thus may derive from these cells or even overlap with them functionally (Seiler et al., 1999; Seiler et al., 1998; Yeung et al., 1994). To explore the relationship between these cell types in our dataset, we extracted all putative basal and immune cells for reclustering. We observe a clear separation between basal cells and immune cells based on gene expression patterns (Figure 5—figure supplement 1A–B and see below). Furthermore, our followup co-staining studies with basal cell markers and mononuclear phagocyte markers were consistent with prior reports (Shum et al., 2014) showing that basal cells are separate from macrophages and other antigen-presenting cells (Figure 5—figure supplement 1C–D). Together, our scRNA-Seq data and histology studies confirm that differentiated basal cells are distinct from other cells of the monocyte/macrophage lineage.

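After thinning, a cell was scored for a UMI of the basal markers *Krt5*, *Cldn4* or *Adm* and of the immune markers *Cd68*, *Emr1*, *Csf1r*, *Cd3d*, *Nkg7* or *Cd207*. Of 1155 basal cells, 93.1% had a basal marker, 1.65% an immune marker (257 cells left out) and 11 (0.952%, 0.476 to 1.70) had both. Of 158 immune cells, 50.6% had an immune marker, 3.16% a basal marker and 3 (1.90%) had both. The share with both was 0.686% in principal cells. The value in basal cells depended on depth and on the threshold: without thinning 66 of all 1412 basal cells (4.67%) had both, and with at least 2 UMIs asked for 0.0866% did. A subcluster placed with the basal cells, of 15 cells, had an immune marker in 8 of its 8 thinned cells and a basal marker in none, with 7 left out. Unthinned, 10 of the 15 had an immune marker, 5 a basal marker and 1 both.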

To further explore the diversity of basal cell subtypes in our dataset, we extracted and reclustered the three putative basal cell clusters as described above for principal and clear cells. This analysis revealed little diversity among basal cells (Figure 5A–C). 

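The deposited table has 4 subclusters of basal cells. The main one held 917 cells, one with few UMIs 315, one named after *Notch2* 165 and one with macrophage genes 15. The last was told apart by *Wfdc17*, *C1qa*, *Ccl12*, *Lyz2* and *Ms4a7*, and 49 genes were at least 4 times as high in it as in the other basal cells. That number was 50 for the subcluster with few UMIs and 26 for the *Notch2* subcluster.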

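Genes for ribosomal proteins, a list of 81 genes, took 23.6% of the UMIs of the main basal subcluster, whose median was 5654 UMIs per cell. They took 6.72% in the 315 cells of the subcluster with few UMIs, whose median was 900, and 21.3% in the *Notch2* subcluster, with a median of 4275. The share in the low subcluster was 0.289 of that in all other basal cells, and 0.237 as a mean over cells. Within the caput library the shares were 7.55% (median 1047.5 UMIs) and 22.5% (median 6325), and within the corpus library 6.06% (median 887) and 25.1% (median 6796). Depth alone did not set the share across cell types: principal 8, with a median of 641.5 UMIs, had 18.5%, and 16.5% in its 326 cells below 1000 UMIs. Similarly low shares were found in clear 1 (2.64%), muscle 1 (2.62%) and a stromal subcluster, fibroblast C4 (6.63%), all with few UMIs per cell, and in 4 principal cell subclusters: principal 3 (5.83%, median 565 UMIs), principal 4 (2.13%, 1180), principal 6 (5.11%, 787) and principal 10 (4.98%, 1101). The largest ratios of the low subcluster, led by 22.7 for *Lcn6*, belonged to genes that are abundant in principal cells of the caput.

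**Figure D5:**
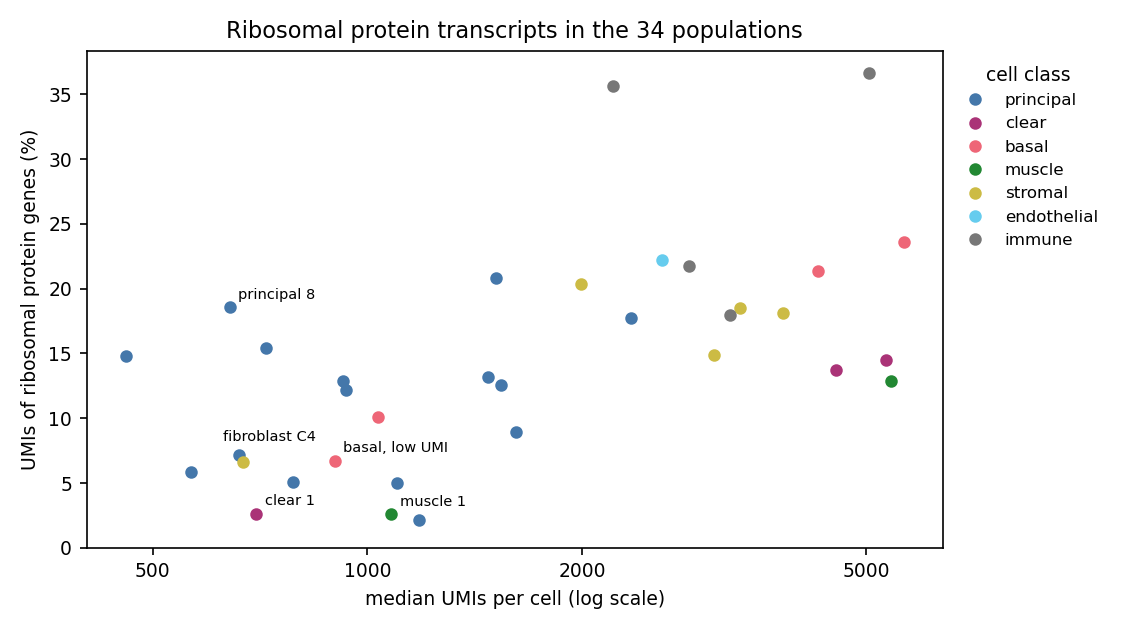
Each point is 1 of the 34 populations, with its share of UMIs on ribosomal protein genes in percent against its median UMIs per cell on a log scale, coloured by cell type. Principal 8 has 18.5% at 641.5 UMIs, while clear 1, muscle 1, fibroblast C4, the low basal subcluster and principal 3, 4, 6 and 10 lie below 7%.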

Although we did observe one major subgrouping of basal cell subclusters based on expression of ribosomal protein genes (RPGs), the two basal cell subpopulations (RPG high and RPG low) also exhibited significant differences in the number of UMIs captured per cell (Figure 5C–E). Therefore, it is unclear whether the RPG-low basal cells represent a biologically meaningful population marked by low biosynthetic activity, or whether these cells represent technical artifacts (of, say, inefficient lysis and RNA recovery). 

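The *Notch2* subcluster of basal cells held 165 cells, 17 from the caput, 58 from the corpus, 31 from the cauda and 59 from the vas deferens. Its level of *Notch2* (chromosome 3, 98013538 to 98150367) was 242 UPM, 5.40 times (4.42 to 6.58) that of the other basal cells. All 7 genes named for it were higher in it, with ratios of 7.56 (4.81 to 11.9) for *Cd93*, 7.00 (5.04 to 9.70) for *Ccl7*, 6.28 for *Slc39a1*, 4.94 for *Spry2*, 4.66 for *Penk* and 4.49 (2.53 to 7.82, 22 UMIs) for *Pecam1*. Single libraries moved 4 of them. Without the vas deferens the ratio of *Ccl7* was 0, that of *Cd93* 13.3 and that of *Pecam1* 11.5. Without the caput *Cd93*, *Pecam1* and *Penk* had 4.79, 2.89 and 2.93, and without the corpus *Penk* had 10.4. By size of ratio, *Ccl11* came first with 46 UMIs against 3, followed by *Atp6v1g3* (12.4), *Kdr* (8.64), *S1pr1* (8.08) and *Apold1* (7.99). Some of these genes are far higher in other cell types: *Atp6v1g3* had 141 UPM here and 7062 UPM in clear cells, and *Cd93* and *Pecam1* had 58.1 and 30.4 UPM here and 655 and 660 UPM in endothelial cells. Whether other cells are part of this subcluster was not tested.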

Beyond this major grouping of basal cells, we did identify one additional cluster of possible interest, with a subset of basal cells expressing high levels of *Notch2*, *Spry2*, *Pecam1*, *Slc39a1*, *Ccl7*, *Cd93*, and *Penk*, although our followup staining efforts to identify this putative basal cell subset were inconclusive (not shown). Nonetheless, this basal cell subgroup may potentially represent an interesting topic for future followup studies.

**Figure 5.**
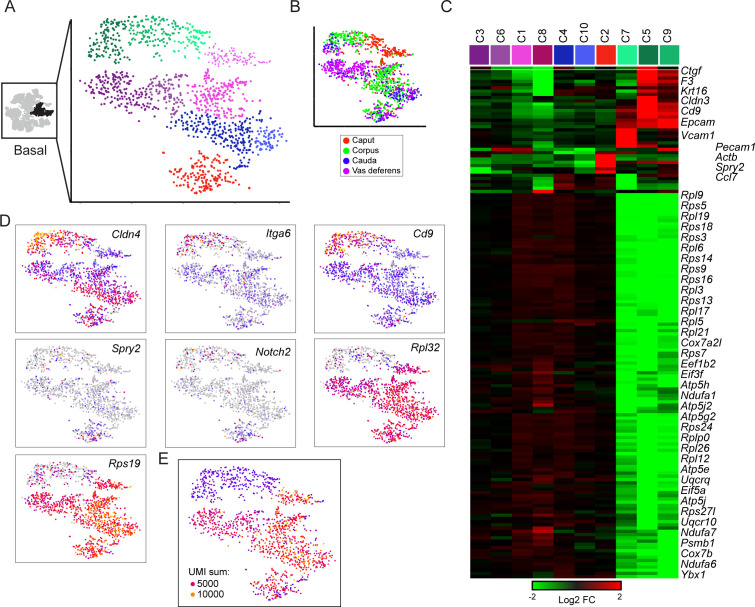
Subclustering of basal cells. (**A-B**) Subclustering of basal cells; (A) shows 10 clusters annotated by color, while (B) shows basal cells colored by anatomic origin. (C) Expression of marker genes (minimum fold-enrichment > 4-fold in at least one cluster) across the 10 basal cell subclusters, grouped by hierarchical clustering. Notable here are two major populations, distinguished by expression of ribosomal protein genes. A third minor cluster (C2) was marked by elevated expression of several genes including Notch2 and Spry2. (**D**) Expression of individual genes across the basal cell subclusters, as in Figure 2C. (**E**) UMI counts for the basal cell subclustering, revealing a strong correspondence between the RPG high/low divisions and cells with high/low UMI counts.

**Figure 5—figure supplement 1.**
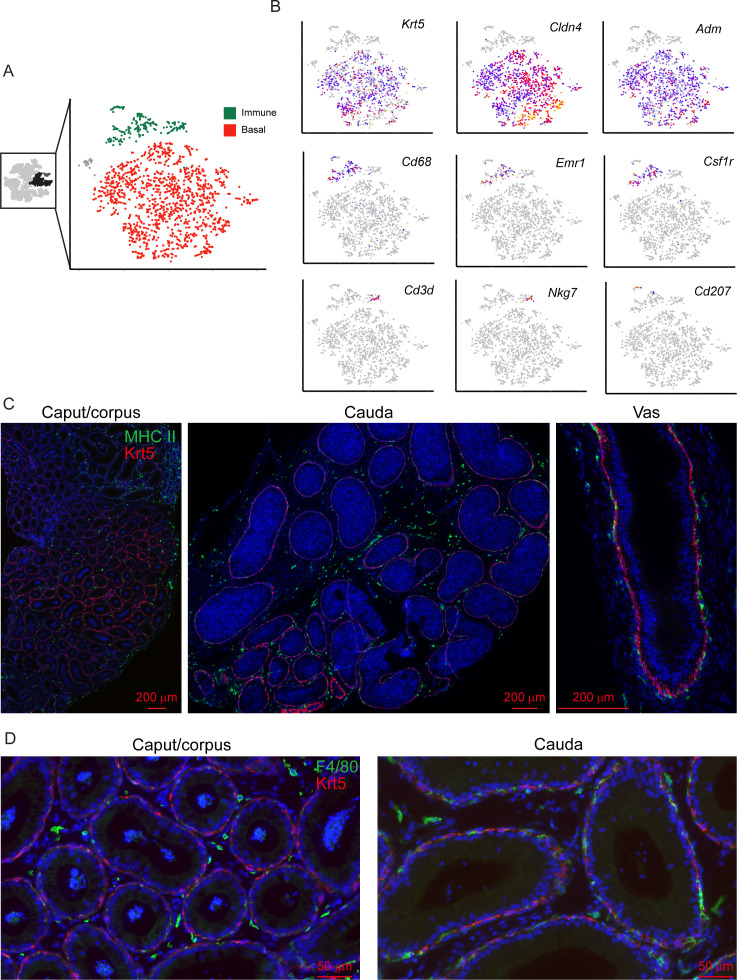
Clear distinctions between basal cells and various immune cell populations. (**A**) Subclustering of basal cells and immune cells. Left panel highlights the three clusters of basal cells, and the immune cell cluster, that were extracted from the full dataset for reclustering. Right panel shows subclustering result, with basal and immune cells highlighted and exhibiting clear separation. (**B**) Marker genes for basal cells (*Krt5*, *Cldn4*, *Adm*) and various immune subpopulations, indicated as in Figure 2C. (**C-D**) Immunofluorescence confirms distinctions between mature basal cells (using Krt5 as a marker) and antigen presenting cells (MHC Class II, panel (C)) or macrophages (F4/80, panel (D)).

### Supporting cells: stromal, endothelial, immune, and muscle cells

In addition to the major cell types that comprise the lining of the tube and shape sperm maturation, the epididymis is surrounded by an array of support cells. Eight of the clusters in our initial analysis clearly represent these various supporting cell types. Two clusters of muscle cells, defined by their expression of various actomyosin cytoskeletal genes (*Myh11*, *Mylk*, *Acta1*, *Tpm2*, etc.) are identified, and are primarily populated by cells from the vas deferens (Figures 1C and 2) where contraction of the muscular sheath drives sperm movement during ejaculation. 

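Of the 502 muscle cells, 437 (87.1%) were from the vas deferens, 58 from the cauda and 7 from the corpus. *Acta1* had a ratio to all other cells of 99.5 (91.6 to 108), *Mylk* of 51.7, *Tpm2* of 42.4 and *Myh11* (chromosome 16, 14194527 to 14292188) of 39.7 (38.4 to 41.2). Without the vas deferens library, which leaves 65 muscle cells, the ratio was 55.2 for *Acta1*, 28.4 for *Mylk* and 23.9 for *Myh11*. Each of the 4 was higher in muscle cells than in any other cell type.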

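*Myh11* had 6977 UPM in muscle cells and 636 UPM in stromal cells. Within the stroma, the largest subcluster, of 975 cells, had 4.90 times the *Myh11* level, 5.20 times the *Mylk* level and 3.44 times (2.71 to 4.40) the *Acta1* level of the other stromal cells. Muscle cells were above this subcluster by 7.40 times for *Myh11*, 10.4 times for *Mylk* and 23.7 times for *Acta1*.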

Muscle markers are also expressed at lower levels in a subset of the collagen-enriched stromal cell clusters (Figure 2C), presumably highlighting a population of myofibroblasts (see below). Other supporting cell types included fibroblasts, endothelial cells from blood and lymph vessels, macrophages, and other immune cells.

To further explore the cellular diversity among the support cells, we isolated cells from the sets of clusters corresponding to muscle, stroma, immune, and endothelial cells, and subjected each group of cells to a second iteration of clustering. 

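Muscle 1 held 262 cells and muscle 2 held 240, with 87.8% and 86.3% from the vas deferens. Compared directly, *Myh11* was 1.56 times, *Acta1* 1.27 times and *Mylk* 1.22 times as high in muscle 1 as in muscle 2, and *Tpm2* was 0.484 times as high. At least 4-fold higher were 76 genes in muscle 1, led by *Sun2* (7.71), *Gpr123* (7.70), *Ap3m1* (7.18), *Agbl3* (7.00) and *Magi3* (6.52), and 165 genes in muscle 2.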

We found relatively little variation among the muscle cells, which separated into two clusters (Figure 6—figure supplement 1). These clusters were distinguished by different expression levels of ribosomal protein genes, similar to the major distinction between basal cells with high and low UMI coverage (Figure 5E). 

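Ribosomal protein genes took 2.62% of the UMIs in muscle 1 and 12.9% in muscle 2, a ratio of 0.203. The genes with the largest ratios in muscle 2 included *Rps26* (24.4), *Btf3* (14.2), *Rpl12* (12.2) and *Atp5e* (12.2). All 8 genes the paper lists for muscle 1 were higher there, by 2.92 times for *Camk2g* to 4.53 times for *Pcdh7*.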

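In the deposited counts, muscle 1 had a median of 1080.5 UMIs per cell and muscle 2 had a median of 5423.5.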

Although we did not observe substantially different UMI coverage between muscle cell subclusters (not shown), given the potential for this subclustering to be a cryptic artifact rather than biological signal we did not further evaluate muscle cells.

We turned next to immune and endothelial cells, which we grouped together for purposes of visualization, as the resulting subclusters were more coherent than those obtained by subclustering either group in isolation. Here, subclustering revealed a range of infiltrating immune cells (Figure 6A–C), and two groups of endothelial cells, as follows:

**Figure 6.**
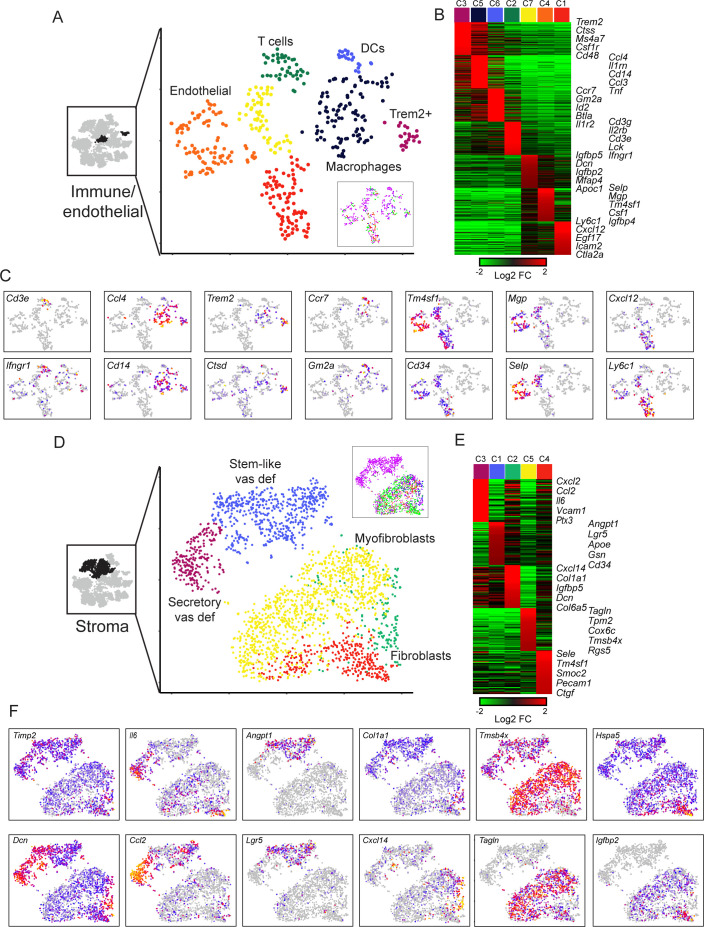
Diverse stromal cell populations in the epididymis. (**A**) Reclustering of immune and endothelial cells. Left panel highlights the clusters from full dataset used for reclustering, while right panels show reclustered data. Inset shows cells colored according to the anatomical region where they were found. (**B**) Heatmap of the top 100 markers for each of the immune and endothelial subclusters in (A). (**C**) Expression of individual marker genes across immune and endothelial cell subpopulations, as in Figure 2C. (**D-F**) Reclustering of stromal cells, arranged as in panels (**A-C**). Heatmap (E) shows the top 50 genes for each subcluster. See also Figure 6—figure supplement 2.

**Figure 6—figure supplement 1.**
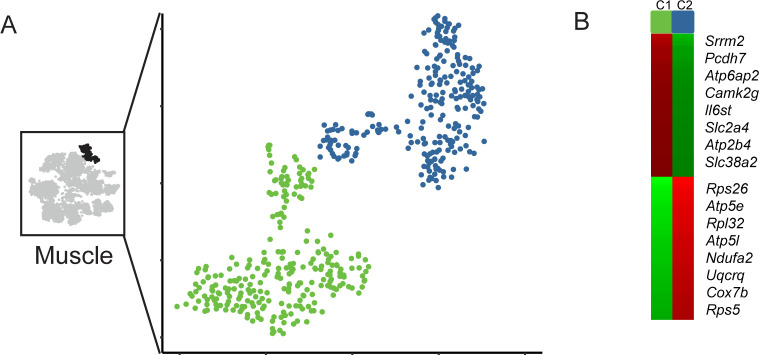
Subclustering of muscle cells. (**A**) Subclustering of muscle cells. (**B**) Markers distinguishing the two muscle cell subtypes.

**Figure 6—figure supplement 2.**
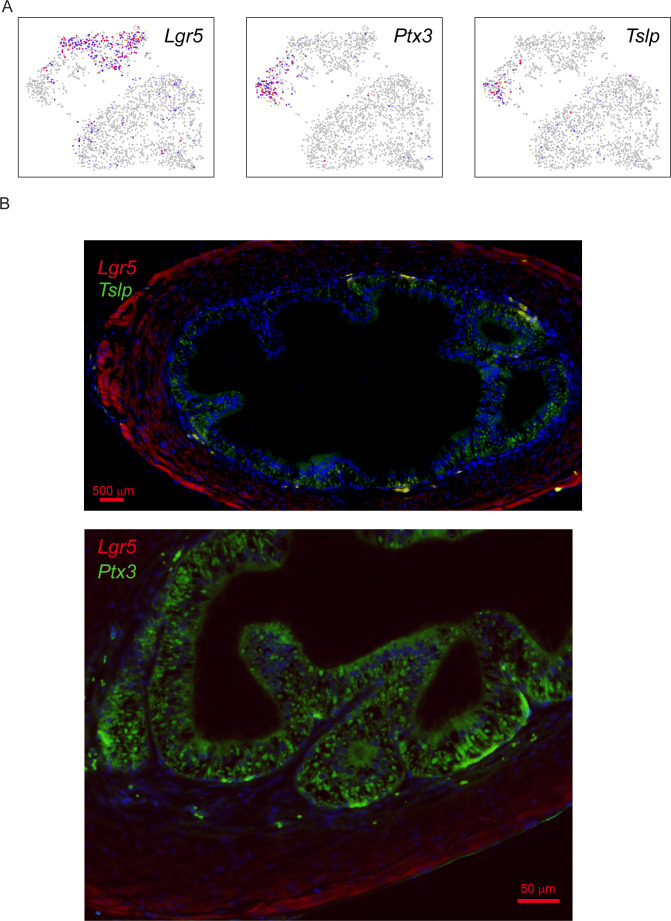
Validation of secretory and stem-like stromal cells in the vas deferens. (**A**) Expression of Lgr5, Ptx3, and Tslp in the stromal cell subclustering from Figure 6D, highlighting the distinction between 'stem-like' (Lgr5-positive) and 'secretory' (Ptx3/Tslp-positive). (**B**) Images show vas deferens sections stained with Lgr5 (red) and either Ptx3 or Tslp (green), as indicated, and counterstained with DAPI. Lgr5 stains a layer of stromal cells at the periphery of the vas deferens, with strongest staining just inside the capsule. In contrast, Ptx3 and Tslp are brightest in the cells immediately outside the epithelium, with abundant staining also visible throughout the epithelium. Together with our RNA-Seq data showing expression of these genes in collagen-enriched stromal cells, our data suggest that the stromal cells underlying the epithelium express and secrete Ptx3 and Tslp, with secreted proteins also being visible in the epithelial layer itself. Future localization studies focused on RNA rather than protein will be needed to more precisely define the Ptx3/Tslp-positive “secretory” stroma; regardless, it is clear in these images that Lgr5 and Ptx3/Tslp do not colocalize.

- Macrophages expressing *Ccl3*, *Cll4*, *Cd14*, *Il1rn*, *Ifnb1*, *Tnf*, etc.
- A distinct group of potentially anti-inflammatory Macrophages, expressing high levels of *Trem2* and *Wfdc17*, as well as *Ctsd*, *Dcxr*, *Ctsa*, *Ctsb*, *Csf1r*, *Rnase4*, and *Lyz2*.
- Dendritic cells expressing *Ccr7*, *Kit*, *Gm2a*, *Btla*, and various MHC genes (*H2-0a*, *H2-Aa*, *H2-Ab1*, *H2-DMa*).
- T cells, expressing *Cd3e*, *Cd3g*, *Cd3d*, *Il2rb*, *Lck*, *Cd7*, and *Gzmb*.
- Endothelial cells, expressing *Cd34*, *Tm4sf1*, *Icam2*, and *Emcn*. 

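Every named gene that could be measured was compared between its population and the other immune and endothelial populations. In the 104 macrophages all 6 were highest, with ratios to the next from 1.03 (*Tnf*) to 2.93 (*Ccl3*). In the 26 *Trem2* macrophages all 9 were, from 1.94 (*Ctsb*) to 5.63 (*Trem2*, chromosome 17, 48346401 to 48352276). In the 21 dendritic cells all 8 were, from 1.68 (*H2-Aa*) to 14.7 (*Btla*), in the 44 T cells all 7, from 29.0 (*Lck*) to 392 (*Gzmb*), and in endothelial cells all 4, from 3.94 (*Icam2*) to 70.7 (*Tm4sf1*). These are small groups, and 19 of the 21 dendritic cells came from the vas deferens, so that without that library they give no value. Against the other immune and endothelial cells the ratio of *Trem2* was 22.6, and 36.0 without the vas deferens. That of *Gzmb* was 835, and 427 without the corpus, and that of *Tm4sf1* was 236, and 1271 without the vas deferens.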

Endothelial cells further separated into three subclusters distinguished by different intercellular signaling and adhesion molecules (Kalucka et al., 2020). 

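The deposited table has 1 endothelial population of 245 cells, so that levels are given over all of them. Of genes of larger and venous vessels, *Selp* (chromosome 1, 164115264 to 164150026) had 2894.64 UPM, *Vcam1* 917, *Penk* 121, *Vwf* 87.4 and *Slc38a5* 67.0. *Selp* also had 263 UPM (207 to 331) in fibroblast C4, where the 10 of 319 cells with a UMI of *Selp*, *Sele* or *Ackr1* had 18.5 times (11.5 to 29.0) the level of other endothelial genes in the remaining cells. Of capillary and arterial genes, *Igfbp3* had 1079.8 UPM, *Rgcc* 356, *Sox17* 170, *Esm1* 103 and *Dll4* 97.0.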

While cluster C1 has a clear signature of capillary blood vessels and angiogenesis (*Cxcl12*, *Egf17*, *Dll4*, *Ly6a*, *Ly6c1, Rgcc, Plk2, Esm1*) and includes arterial gene markers (*Igfbp3, Sox17, Edn1*), endothelial cells in clusters C4 and C7 express genes that are markers of larger blood vessels (*Vwf, Vcam1*) as well as venous signature genes (*Selp, Slc38a5, Penk*). Additionally, clusters C4 and C7 include endothelial cells with a lymphatic gene expression signature (Cp, Fxyd6, Thy1, Prox1), although venous and lymphatic cells did not subcluster into distinct groups.

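Over all endothelial cells, *Cp* had 305 UPM, *Fxyd6* 138, *Prox1* 16.8 (14 UMIs) and *Thy1* 10.8 (9 UMIs).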

The presence of both blood and lymph vessels was expected from prior studies (Guiton et al., 2019; endothelial cells are not further considered here. As for immune cells, the immune populations identified by scRNA-Seq are generally concordant with previous histological and FACS-based analyses which show that macrophages, dendritic cells, and infiltrating lymphocytes represent the predominant groups of immune cells involved in the blood-epididymis barrier (Da Silva and Barton, 2016; Nashan et al., 1989; Serre and Robaire, 1999; Sun and Flickinger, 1979; Voisin et al., 2018). Beyond recovering these coarse immune cell subsets, we did not have sufficient cell numbers in this dataset to find the small number of anticipated B cells, or to distinguish the subpopulations of T cells present.

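Of markers of B cells, *Ms4a1* had 3 UMIs in 3 of the 195 immune cells, *Cd79a* had 1 UMI in 1 and *Cd79b* had 6 UMIs in 3.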

We finally turned to the remaining four clusters from the full dataset that we annotated as stromal cells based on their expression of various collagen genes (Figure 2B). 

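Over the 2222 stromal cells, *Col1a2* had 1194.72 UPM, 8.89 times the next highest cell type (muscle cells, 134 UPM), and *Col1a1* had 912.7 UPM, 13.1 times the next (endothelial cells, 69.4 UPM).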

After reclustering (Figure 6D–F), we find that the largest subcluster of these cells was characterized by high levels of muscle markers (albeit not as high as bona fide muscle cells – Figure 2C) such as *Tagln*, *Myl9*, *Tpm2*, *Acta2*, etc., and potentially corresponds to the myoid cells whose contraction plays roles in moving sperm and fluid through the epididymal lumen (Oliveira et al., 2016). 

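Of the cells of the largest subcluster, 43.1% came from the corpus, and their median was 3821 UMIs. *Tagln* was 8.98 times (8.51 to 9.49) as high in it as in the other stromal cells, *Myl9* 8.38 times, *Acta2* 7.08 times and *Tpm2* 6.80 times. *Acta2* was higher still in fibroblast C4, with 7741.95 UPM against 7212.45. Single libraries decided these values. Without the vas deferens they were 3.20, 2.89, 2.59 and 3.02, and without the corpus *Tagln* and *Acta2* had 13.6 and 11.2. Muscle cells exceeded this subcluster by 2.27 times for *Tagln*, 2.50 times for *Acta2*, 2.86 times for *Myl9* and 8.11 times for *Tpm2*.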

Two other clusters of fibroblasts (C2, C4) were distinguished by relatively few marker genes and were not further considered. 

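Fibroblast C2 held 153 cells (median 3325 UMIs) and fibroblast C4 held 319 (median 670). At least 4 times as high as in the other stromal cells were 55 genes in C2, 59 in C4, 170 in the largest stromal subcluster, 123 in the stem-like and 154 in the secretory vas deferens subcluster. The C2 genes were led by *Angptl7*, at least 125-fold higher with 35 UMIs against 0, and *Tnmd*, with 24 UMIs against 1, followed by *Cxcl14* (24.4), *1500015O10Rik* (23.5) and *Col6a5* (20.2). In C4 the largest ratios were those of *Selp* (43.0, from few cells), *Ackr1* (28.8), *Defb37* (23.8) and *Bsph2* (22.8).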

Finally, we identified two particularly interesting stromal cell subtypes that were almost entirely confined to the vas deferens (Figure 6D, inset). One of these clusters expressed a number of markers associated with stem cells (*Angpt1*, *Lgr5*, *Tspan8*) and may represent mesenchymal stem cells. 

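The stem-like subcluster had 549 cells, 517 of them (94.2%) from the vas deferens, and the secretory subcluster had 226 cells, 213 of them (94.2%) from the vas deferens, 8 from the cauda and 5 from the corpus. Of all 2222 stromal cells, 1015 came from that library.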

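Against the other stromal cells, *Angpt1* was 24.4 times (20.0 to 30.0), *Tspan8* 14.0 times (11.4 to 17.4) and *Lgr5* (chromosome 10, 115450314 to 115587780) 13.4 times (11.0 to 16.2) as high in this subcluster. Each was also highest there among the 5 stromal subclusters. In the 32 cells of the other libraries, the ratio was 6.19 (0.709 to 24.9) for *Angpt1* and 5.89 (1.85 to 14.5) for *Tspan8*, and no UMI of *Lgr5* was counted, a ratio of 0 (0 to 14.3). Each of these intervals holds the value from all libraries. From these markers the paper proposes that the subcluster may represent mesenchymal stem cells.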

The other vas-specific cluster was distinguished by high level expression of a large number of intercellular signaling molecules (*Il6*, *Cxcl1*, *Cxcl2*, *Cxcl12*, *Ccl2*, *Ccl7*, *Vcam1*, *Igf1*, *Ptx3*, *Tslp*, etc.) and so were tentatively annotated as ‘secretory fibroblasts.’ 

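All 10 genes were highest in this subcluster among the stromal ones, by 1.36 times the next (*Il6*) to 38.9 times (*Tslp*, chromosome 18, 32815383 to 32819799). Against all other stromal cells, *Ptx3* (chromosome 3, 66219887 to 66225806) had a ratio of 73.1 (62.9 to 85.3), *Tslp* of 49.2, *Ccl2* of 28.5, *Cxcl2* of 27.8, *Ccl7* of 21.5, *Cxcl1* of 17.8, *Vcam1* of 13.8, *Igf1* of 8.07, *Il6* of 6.75 and *Cxcl12* of 3.08. The level of *Il6* was 7180.22 UPM here and 5290.57 UPM in fibroblast C4.

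The vas deferens library decided most of these values, since 13 cells of the subcluster remain without it. The ratio was then 69.3 for *Ccl7*, 59.3 for *Ccl2* and 46.6 for *Vcam1*, and 17.0 for *Ptx3*, 10.8 for *Cxcl1*, 9.72 for *Cxcl2*, 4.02 for *Tslp* and 2.96 for *Il6*. Without the corpus library *Cxcl2* had 42.9 and *Il6* 14.1. Among genes not named by the authors, *Cxcl13* had 37 UMIs against 0, at least 106-fold higher, and *Calb2* and *Tg* had ratios of 41.6 and 37.6.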

Followup staining studies confirm the presence of these two distinct cell populations in the vas deferens stroma, with a layer of Lgr5-positive stromal cells at the periphery of the vas, contrasting with extensive Ptx3/Tslp staining observed closer to the lumen (Figure 6—figure supplement 2). It will be interesting in future studies to investigate the biology and functions of these stromal cell populations in the vas deferens.

### Cell-to-cell communication pathways in the epididymis

Finally, we noted that many of the cell subpopulations defined throughout this study were distinguished by expression of intercellular signaling molecules, from adhesion molecules to secreted cytokines and their receptors. Prior studies decomposing complex tissues into scRNA-Seq have leveraged the expression profiles for known ligand-receptor pairs to infer significant pathways for cell-to-cell communication (Cohen et al., 2018). Motivated by these prior efforts, we asked whether our dataset could be used to explore potential intercellular communication networks throughout the epididymis.

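The supplementary lists name 225 ligands and 212 receptors, joined in 544 pairs. A gene was counted as expressed in a population if at least 20% of its cells had a UMI. Under this rule fibroblast C2 expressed the most ligands, 107, and principal 3 the fewest, 9. The number expressed rose with depth, with Spearman correlations of 0.740 for ligands and 0.846 for receptors with the median UMIs of the 34 populations, which are not independent replicates.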

We identified known ligands, and their receptors, expressed across the 34 cell subpopulations defined in this study (Supplementary file 4), using a large-scale ligand-receptor resource (Ramilowski et al., 2015). 

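The 34 populations give 1156 ordered pairs of a population with ligands and one with receptors. Most ligand-receptor pairs, 142, joined fibroblast C2 to muscle 2.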

From these lists, we identified the number of potential interactions linking every cell type to every other cell type (Figure 7). Of these, significant interactions (p<0.01) between cell types were defined based on the number of cases of expression of a ligand-receptor pair between the cell types, relative to the number of pairs expected by chance based on the total number of ligands and receptors expressed in each cell type (Materials and methods). This revealed multiple potential pairs of cells in communication, of which we highlight two. First, we find that basal cells and endothelial cells expressed complementary sets of ligands and receptors, consistent with the spatial juxtaposition between basal cells and the subepithelial capillary beds (Abe et al., 1984). 

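The main basal population expressed 74 ligands and the endothelial population 68 receptors, which joined in 65 pairs against 57.4 expected from these numbers. That placed it at rank 74 of the 1156 ordered pairs by number and at rank 560 by the ratio to the expected number, 1.13. The paper counted links otherwise, between groups of ligands and receptors named for the population with the highest level. The numbers and ranks here and below therefore do not test the links it calls significant. Endothelial ligands and basal receptors joined in 66 pairs against 44.5 expected, at rank 71 by number and 324 by ratio, while basal cells with themselves gave 83. The threshold and depth decided the number: 65 became 123 at 10% of cells, 41 at 30% and 16 after thinning. *Adm* had 1171 UPM in basal cells and its receptor gene *Calcrl* 232 UPM in endothelial cells, with a UMI in 82.2% and 44.5% of unthinned cells. In the other direction, *Hbegf* of endothelial and *Egfr* of basal cells formed a pair.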

Second, we found reciprocal connections between macrophages and the ‘secretory fibroblasts’ in the vas deferens, suggesting the possibility that these vas deferens stromal cells play a role in recruiting macrophages. Indeed, although we found macrophages throughout the epididymis and vas deferens (Figure 6A), there was a bias for macrophages to be found in the vas deferens sample in our dataset (p<10^−7^, hypergeometric). 

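From secretory fibroblasts to macrophages there were 61 pairs against 46.3 expected, at rank 89 by number and 445 by ratio, and 67 pairs to *Trem2* macrophages. From macrophages to secretory fibroblasts there were 32 pairs against 23.5 expected, at rank 244 by number and 412 by ratio, and 43 from *Trem2* macrophages. *Ccl2* had 30047.1 UPM in secretory fibroblasts, and *Ccr1*, which the paper's lists pair with it, had 176 UPM in macrophages. *Csf1* had 265 UPM and *Csf1r* 303 UPM in the same populations. In the reverse direction, *Il1b* had 5383.46 UPM in macrophages and *Il1r1* 539 UPM in secretory fibroblasts. The paper proposes that these stromal cells may help to recruit macrophages.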

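Macrophages of both populations were 0.488% of the caput cells (7 cells), 1.03% of the corpus (24) and 1.30% of the cauda cells (21). In the vas deferens they were 2.22% (78 of 3506, 1.76 to 2.77), 2.30 times the 0.968% (52 of 5374, 0.723 to 1.27) of the 3 epididymal libraries. As a share of immune cells they were 63.6%, 63.2%, 75% and 66.1% from the caput to the vas deferens, and the ratio of the vas deferens to the epididymis was 0.979 (0.680 to 1.42), so that no difference was seen in both populations together with this denominator. Taken apart, the macrophages were 36.4%, 44.7%, 53.6% and 57.6% of immune cells in the same order and the *Trem2* macrophages 27.3%, 18.4%, 21.4% and 8.47%. Among all cells, the ratio without *Trem2* macrophages was 2.90. As a share of non-epithelial cells the ratio was 1.27. Immune cells of all kinds were 3.37% of the vas deferens and 1.43% of the epididymal cells. There is 1 library per region, so these intervals do not cover variation between animals or dissections.

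**Figure D6:**
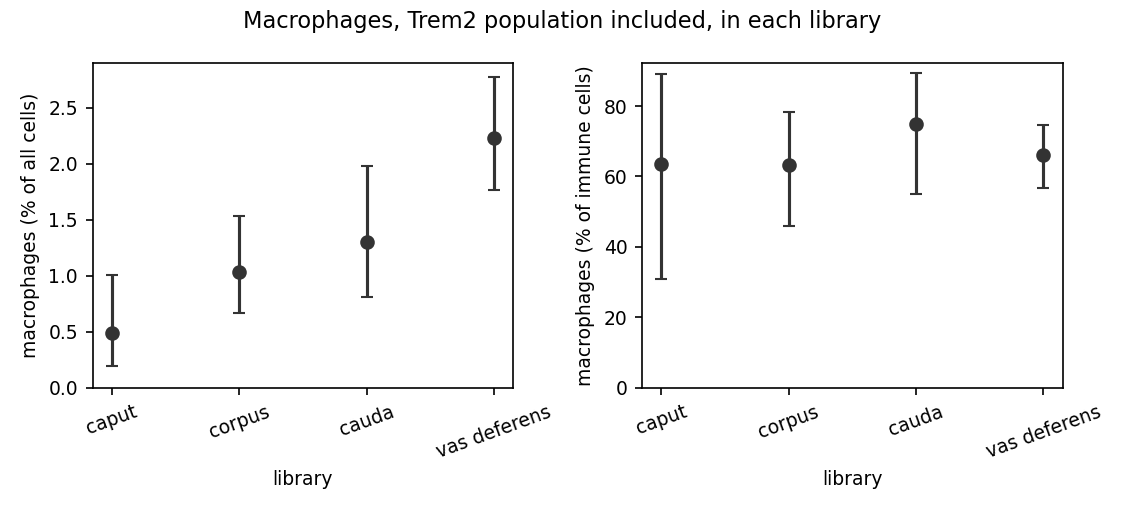
Points give macrophages of both populations as a percentage of all cells (left) and of immune cells (right) in each library, with 95% Clopper-Pearson intervals. The vas deferens is highest in the left panel, at 2.22%, and within the range of the other libraries in the right panel.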

Our data thus highlight candidate factors to be investigated in future genetic studies that aim to explore the role of signaling pathways in cell-to-cell communication within the epididymis.

**Figure 7.**
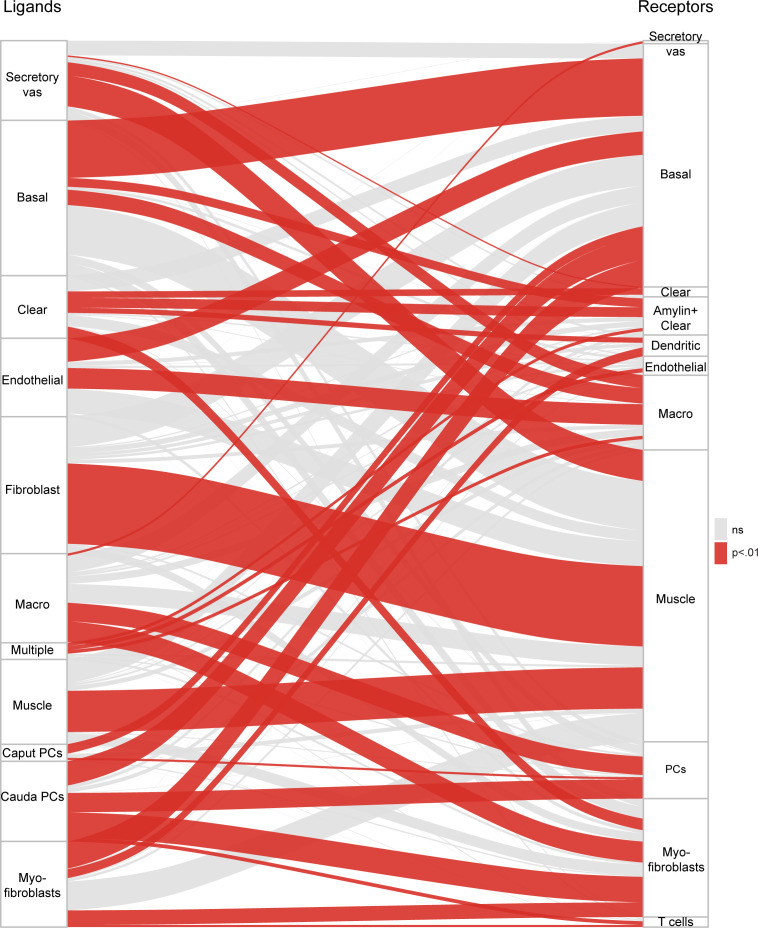
Potential signaling interactions between epididymal cell types. Bars on left and right show clusters of ligands and receptors (see Supplementary file 4) named according to the cell population with highest expression levels. For brevity, principal cells were abbreviated as ‘PC’. Rectangle lengths represent the number of putative connections between ligands (left panels) and receptors (right panels) expressed in different cell types. Lines connecting rectangles represent connections between matching ligand-receptor pairs expressed. If the number of interactions between a cell type is equal or less than the number expected by chance (based on the number of expressed ligands and receptors in the pair of cell types, hypergeometric test), lines are grey, while lines are colored red for cell type pairs with a significant enrichment of matching ligand-receptor pairs. See Supplementary file 4 for ligand and receptor expression in the 34 cell populations.

## Discussion

Here, we present a single-cell atlas of the murine epididymis and vas deferens, building on prior histological and marker-based surveys of the epididymis. We recover all previously described cell types in the murine epididymis, including support cells which had not been characterized in detail in this tissue. We document more complete molecular profiles for the individual cell populations and provide a compendium of transcriptional profiles for a range of cells from this key reproductive organ. We further identify markers for potentially novel cell types, and our analyses suggest a wide variety of new hypotheses for future molecular studies.

### Distinctive principal cell programs across the epididymis

The most striking feature of the epididymis is the presence of regional gene expression programs in the principal cells that comprise the majority of epididymal epithelial cells. Consistent with previous surveys of the epididymis in a variety of mammals, we find multiple discrete groups of principal cells arrayed along the epididymis, with roughly eight unique gene expression signatures being appreciable across the epididymis and vas deferens (Figure 3D). 

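To count heterogeneity by a single rule, 10 genes with a UMI in 10% to 50% of thinned cells were taken from each of the 15 principal cell subclusters with at least 20 such cells. Over the subclusters, the median correlation (phi) between pairs of these genes ran from −0.0142 to 0.230.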

Even within a given cluster, we find evidence for heterogeneous expression of marker genes between individual cells (Figure 3—figure supplement 1, Supplementary file 3), consistent with immunostaining studies documenting patchy expression of GSTs and other proteins among principal cells in a given epididymal region (Hermo et al., 1992; Hermo et al., 1991; Papp et al., 1995; Rankin et al., 1992). 

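Of the 675 pairs of genes with a UMI in 10% to 50% of the cells of their subcluster, 60 were found together in more than 1.5 times the number of cells expected from their separate shares, and 201 in fewer than expected. Principal 7, whose 10 genes included *Spint4*, *Spint5*, *Crip1* and *Lcn5*, had 15 of the 60 and the largest correlation of a pair, 0.903. Within principal 2, *Clu* and *Cst12* were together in 5 of 168 cells against 19.25 expected, *Cst12* and *Rnase9* in 0 against 2.75, and *Clu* and *Rnase9* in 14 against 8.17. Pairs of genes within a subcluster share cells and are not independent replicates.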

Importantly, these highly variable markers exhibit little co-expression – this cellular heterogeneity is insufficient to drive further subclustering – suggesting that these cell-to-cell differences arise from stochastic expression of individual genes rather than coordinated expression of a broader program. Whether these heterogeneous expression patterns reflect temporally stable subspecialization/individualization of principal cells, or whether individual cells in a given region all express the same characteristic program with peak expression of different genes occurring transiently and asynchronously, will require long-term imaging studies using live cell reporters to address.

Turning to marker genes that are penetrantly expressed in specific regional domains, we note that a wide range of functions are represented, including signaling peptides (*Npy*, segments 7–8), putative RNA modifying enzymes (*Mettl7a1*, segment 2), and various metabolic enzymes. However, the most notable feature of region-specific gene regulation in the epididymis is the segmental expression of individual members of several large multi-gene families that are organized in genomic clusters, including β-defensins, aldo-keto reductases, lipocalins, serine protease inhibitors, and RNases (Figure 3—figure supplement 2). The activities encoded by these gene clusters encompass many well-characterized functions of the epididymis, as for example it has long been known that the sperm membrane and glycocalyx are extensively remodeled in the epididymis (Bernal et al., 1980; Tecle and Gagneux, 2015; Yanagimachi et al., 1972), while the wide array of antimicrobial peptides presumably serve to insulate the testis from ascending infections (Dorin and Barratt, 2014; Gregory and Cyr, 2014; Hall et al., 2007; Ribeiro et al., 2016). Sperm also undergo elaborate redox remodeling during their time in the epididymis, with extensive cysteine oxidation resulting in disulfide crosslinks in the genome-packaging protamines and many other proteins (Calvin and Bedford, 1971; Dias et al., 2014; Ijiri et al., 2014; Saowaros and Panyim, 1979). Conversely, another major redox function of the epididymis is to protect sperm from oxidative damage, which can cause lipid peroxidation, genome damage, and loss of sperm function (Aitken, 2020; Delbès et al., 2010; Jones and Mann, 1977; Selvaratnam et al., 2015). Consistent with these and other major redox functions of this tissue, many families of redox enzymes exhibit region-specific expression in the epididymis, as for example different members of the glutathione S-transferase-encoding gene family exhibit strong regional biases in expression (Andonian and Hermo, 1999; Hales et al., 1980; Papp et al., 1995). Aldo-keto reductase genes also exhibit strongly region-specific expression patterns; members of this gene family are involved in the biosynthesis of signaling molecules (Volat et al., 2012) such as prostaglandins (Kabututu et al., 2009), which have the potential to mediate both lumicrine signaling within the male reproductive tract as well as inter-partner signaling following delivery to the female reproductive tract. The aldo-keto reductases may also protect sperm from oxidative damage during transfer outside the body.

The lipocalins are a family of small molecule binding proteins which bind to lipophilic cargoes with a range of functions from signaling (retinoic acid, [Lareyre et al., 1998; Ong et al., 2000]) to innate immunity (siderophores, [Golonka et al., 2019]). Serine protease inhibitors are homologous to the semen coagulum proteins (which are synthesized primarily by the seminal vesicle) and potentially play some role in the protease-controlled processes of semen coagulation and liquefaction (Clauss et al., 2011), and may also be involved in acrosome maturation and sperm capacitation (Ma et al., 2013). Finally, high level expression of various RNases presumably explains the high levels of tRNA cleavage in this tissue (Sharma et al., 2016), with resulting tRNA fragments potentially acting as another layer of protection from selfish elements (Martinez et al., 2017; Schorn et al., 2017), or serving as environmentally modulated signaling molecules delivered by sperm to the zygote upon fertilization (Chen et al., 2016; Rompala et al., 2018; Sarker et al., 2019; Sharma et al., 2016).

Segmentation of long tubes into distinctive chemical and gene expression microenvironments is a common feature of biological tubes, ranging from the *C. elegans* gonad to the mammalian intestine. Among these, the gene expression gradients observed in the epididymis are in many ways most similar to those observed in the nephrons and collecting ducts of the kidney, another set of tubes whose function involves intricate manipulation of the pH and other chemical features of the luminal contents. Indeed, a number of genes exhibit prominent region-selective expression in both the epididymis and in ureteric principal cells, including genes of the *Aqp*, *Fxyd*, *Cry*, *Akr*, and *Tspan* families (Ransick et al., 2019). Other similarities in cell composition between the epididymis and kidney include V-ATPase-positive intercalated cells of the kidney, analogous to epididymal clear cells, and the basal cell-like Krt5-positive cells of the kidney’s deep medullary epithelium. That said, the functions of the epididymis and kidney also differ in many important ways, and accordingly identification of epididymis-specific genes (eg *Rnase9-12*, *Cst* family members) can be used to infer genes with functions in sperm maturation per se.

While the organization of gene expression domains in nephrons and collecting ducts plays well-understood roles in urine concentration and pH manipulation, the functions of the consecutive microenvironments of the epididymis in sperm maturation are less clear. In other words, is there any utility to having sperm first incubate for days in the presence of Defb21, then move into an incubation with Defb48, etc.? Would sperm function any differently if the various defensins (or Rnases, etc.) switched positions? 

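*Defb21* (chromosome 2, 152572743 to 152574944) had 622.56 UPM (586 to 661) in principal cells of the caput, 1024.11 in the corpus, 3.45 in the cauda and 0.214 (1 UMI) in the vas deferens. *Defb2* (chromosome 8, 21839926 to 21843482) had 134.03 UPM (117 to 153) in the caput, 704.12 in the corpus, 9589.62 in the cauda and 432.69 in the vas deferens.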

The segment-specific expression of individual members of various gene families is also of mechanistic interest — what transcription factor or post-transcriptional regulator (Björkgren et al., 2012) is responsible for, say, expression of *Defb21* but not *Defb2* in the caput epididymis? 

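Members of the families that lie within 500000 bp of each other form 11 runs of at least 4 genes, 76 genes in all. Of 65 neighboring pairs in these runs, 27 were highest in the same library, against a mean of 25.3 in 10000 random orders (percentile 70.9). The run of *Defb* genes on chromosome 8 from 21776555 to 21948622 had 5 of 6 such pairs (percentile 95.5), and the run of 11 *Defb* genes on chromosome 2 from 152459055 to 152623053 had 3 of 10. In a run of 8 *Rnase* genes on chromosome 14 from 51007751 to 51146767, 4 of 7 pairs shared a library. Order along this run had an absolute Spearman correlation of 0.788 with the number of the peak subcluster, which 2.85% of 2000 random orders reached, the lowest share of the 11 runs.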

We note that there does not appear to be any clear genomic organization relating spatial expression with genomic location within a cluster, as most famously seen in the *Hox* clusters.

### A novel subclass of clear cells

A common goal of single-cell RNA-Seq of multicellular tissues is to identify novel cell types, particularly rare cell types that might have been missed in classic histological studies. Here, we identified several cell clusters with the potential to be previously unknown subgroups of various epididymal cell types. We followed up on a subdivision of clear cells, where a subgroup of cells confined to the caput and corpus epididymis could be distinguished by expression of *Iapp* (Figure 4). We confirmed the presence of both Amylin-negative and Amylin-positive clear cells histologically, and found that these subgroups could even be found cohabitating within the same region of the epididymis.

The enrichment of Amylin-positive clear cells in the caput epididymis was notable given the history of morphologically distinctive clear cells, known as ‘narrow’ and ‘apical’ cells, which are both found in the initial segment of the caput epididymis (Abou-Haïla and Fain-Maurel, 1984; Adamali and Hermo, 1996; Breton et al., 2016; Sun and Flickinger, 1979; Sun and Flickinger, 1980). However, our Amylin-positive clear cell subset is unlikely to correspond to either of these cell types, as apical and narrow cells are confined to the initial segment of the caput epididymis, while Amylin-positive clear cells are found in downstream segments of the caput and corpus epididymis (Figure 4—figure supplement 1C). Moreover, one of the few reported markers of narrow cells, Carbonic Anhydrase II (Adamali and Hermo, 1996), is not enriched in the cells comprising Cluster two in our dataset (Figure 4—figure supplement 1B). Together, our data suggest that Amylin-positive clear cells do not correspond to previously identified initial segment-specific clear cells, and Amylin expression therefore may distinguish between two distinct subsets of clear cells. 

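*Car2* (chromosome 3, 14886269 to 14900770) had 243 UPM in clear 2 and 197 UPM in the other clear cells, a ratio of 1.23 (0.943 to 1.6). Thinned, it had a UMI in 11 of 50 clear 2 cells (22.0%) and 30 of 188 other clear cells (16.0%). The ratio lay on either side of 1 with a library left out, at 0.787 without the caput and 1.78 without the corpus. The paper proposes that Amylin-positive clear cells are not the clear cells of the initial segment described earlier and may form a distinct subset.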

Whatever the correspondence to narrow cells, it will be important in future studies to determine whether functional differences can be identified that distinguish Amylin-positive and -negative clear cells – Amylin has been implicated in systemic control of metabolism (Boyle and Le Foll, 2019), so it will be interesting to determine whether clear cell-secreted Amylin is used to signal locally within the male reproductive tract, or whether systemic release of Amylin is used to modulate organismal metabolism, potentially in response to reproductive function.

### Perspective

Together, our data provide a bird’s eye view of the cellular composition of the mouse epididymis. We identified several novel features of epididymal cell biology, most notably including a detailed examination of the understudied vas deferens. Potentially novel cell types identified include Amylin-positive clear cells, as well as two subtypes of fibroblasts – secretory and stem-like – confined to the vas deferens. Moreover, our data highlight several groups of cells with the potential for extensive intercellular signaling, and suggest that secretory fibroblasts in the vas deferens may play roles in recruiting macrophages. These data will provide a rich resource for hypothesis generation and future efforts to more fully understand the biology of the epididymis and vas deferens.

## Materials and methods

### Mice

Tissues were obtained from 10- to 12-week-old male FVB/NJ mice. All animal care and use procedures were in accordance with guidelines of the University of Massachusetts Medical School Institutional Animal Care and Use Committee (Protocol # A-1833–18).

### Dissection

In order to obtain a sperm-depleted single-cell suspension, eight epididymides from four 10- to 12-week-old FVB mice, euthanized according to IACUC protocol, were dissected into a 10-cm plate containing 10 mL of Krebs media pre-warmed to 35°C. Using a dissection microscope with warm stage set to 35°C, the organ was cleared of any fat and excessive connective tissue. In a clean 10-cm dish containing 10 mL of Krebs media the organ was cut into four segments that roughly corresponded to caput, corpus, cauda, and vas deferens (Figure 1A). Each group of eight segments was placed into different 5-cm petri dishes with about 2 mL of Krebs media. Using curved scissors, each group was further cut into roughly 1–5 mm pieces and transferred to a 15-mL conical tube. Media was added to a final volume of 10 mL, and samples allowed to decant while in an upright position at a 35°C incubator for 3–5 min. Supernatant was discarded and this wash step repeated for two more times. In order to further remove sperm, the tubules were transferred to a 50-mL conical tube containing 25 mL pre-warmed RPMI-1640 media. After ten minutes incubation at 35°C under mild agitation, samples were allowed to settle for 3–5 min and supernatant discarded. These steps were repeated until supernatant looked clear.

### Dissociation

Tissue dissociation was optimized to obtain a single cell suspension free of sperm. Once dissected samples were cleared of any visible sperm, 3 mL of the RPMI-1640 sample mixture was transferred to a small 25 mL glass Erlenmeyer flask containing 7 mL of dissociation media (Collagenase IV 4 mg/mL, DNAse I 0.05 mg/mL) and placed in a 35°C water bath with rotations of 200 rpm for 30 to 45 min. Afterwards, samples were transferred to a conical tube and allowed to settle. Supernatant was removed, leaving 4–5 mL of sample solution to be returned to the Erlenmeyer flask, where 10 mL of 0.25% trypsin-EDTA and 0.05 mg/mL DNAse I was added prior to the return to the water bath shaker. After 35 min, the samples were pipetted up and down until there were no observable pieces of tissue and allowed to incubate in the water bath for an additional 20 min. Once cell disaggregation was achieved 1 mL of FBS was added to inactivate the trypsin. Sample was transferred to falcon tube while passing the cell solution through a series of 100 μm, 70 μm, and 40 μm cell strainers, and adding media (RPMI-1640 supplemented with 10% FBS and antibiotic and anti-mycotic - 100 units/mL of penicillin, 100 µg/mL of streptomycin, and 0.025 µg/mL of Amphotericin B) to a final volume of 30 mL. Finally samples were submitted to centrifugation for 15 min at 400 rcf (g) at room temperature (RT). Supernatant was discarded and up to 25 mL of media added prior to centrifugation for 5 min at 800 rcf (g) at RT. Afterwards supernatant was discarded and 2 mL of PBS added, and the cells transferred to a 2-mL microfuge tube. Media was further removed by centrifugation at 900rcf (g) for 3 min, supernatant discarded and pellet resuspended in 600 μL PBS. A 10 μL aliquot of cells plus a cell viability marker (tryphan blue), was used to determine cell viability and concentration using an automated cell counter (Bio-RAD TC20). Cells were maintained on ice and samples deemed good (>85% survival) proceeded to the downstream preparation with the 10X protocol/dilutions.

### Library protocol

Single-cell sequencing libraries were prepared using Chromium Single Cell 3’ Reagent Kit V2 (10X Genomics), as per the manual, and sequenced on NextSeq 500 and HiSeq 4000 at the UMass Medical School Deep Sequencing Core.

### Data processing

Sequencing reads were processed as previously described (Derr et al., 2016), using the graphical interface DolphinNext [**doi:** https://doi.org/10.1101/689539]. Scripts and the full pipeline can be accessed through GitHub (github.com/garber-lab/inDrop_Processing; copy archived at https://github.com/elifesciences-publications/inDrop_Processing; Donnard et al., 2020). Briefly, fastq files were generated using bcl2fastq and default parameters. Valid reads were extracted using umitools [doi:10.1101/gr.209601.116] and valid barcode indices supplied by 10X Genomics. Reads where the UMI contains a base assigned as N were discarded. Remaining reads were aligned to the mm10 genome using HISAT2 v2.0.4 (Kim et al., 2019) with default parameters and the reference transcriptome RefSeq v69. Alignment files were filtered to contain only reads from cell barcodes with at least 100 aligned reads and were submitted through ESAT (github.com/garber-lab/ESAT) for gene-level quantification of unique molecule identifiers (UMIs) with parameters -wLen 100 -wOlap 50 -wExt 1000 -sigTest. 01 -multimap ignore -scPrep. Finally, we identified and corrected for UMIs that were likely a result of sequencing errors, by merging the UMIs observed only once that display hamming distance of 1 from a UMI detected by two or more aligned reads.

Barcodes with at least 350 and no more than 15,000 unique molecular identifiers (UMIs) mapped to known genes were considered valid cells. Additionaly, background RNA contamination was removed from the gene expression matrix using a modified version of the algorithm SoupX v0.3.1 [https://doi.org/10.1101/303727]. Briefly, barcodes corresponding to empty droplets were selected per sample according to their distribution of UMIs per barcode (caput: 20 =< x =< 175, corpus: 20 =< x =< 150, cauda: 20 =< x =< 150, vas: 20 =< x =< 115; where x = total UMIs for a given barcode). UMI counts for empty droplets were used as input for the SoupX algorithm to infer the expression profile from the ambient contamination per sample. The main alteration consisted in the selection of the fraction of contamination per cell (rho), which was determined by the most frequent number of UMIs for the empty droplets in each sample (caput = 139; corpus = 114; cauda = 109; vas = 84), under the assumption that the same contamination level could be expected from valid cell containing droplets. Using these estimated contamination fractions, the SoupX algorithm was used to remove counts from genes that had a high probability of resulting from ambient RNA contamination for each cell using the function adjustCounts.

### Dimensionality reduction and clustering

Gene expression matrices for all samples were loaded into R (V3.6.0) and merged. The functions used in our custom analysis pipeline are available through an R package (github.com/garber-lab/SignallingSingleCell). Using the clean raw expression matrix, the top 20% of genes with the highest coefficient of variation were selected for dimensionality reduction. Dimensionality reduction was performed in two steps, first with a PCA using the most variable genes and the R package irlba v2.3.3, then using the first 7 PCs (>85% of the variance explained) as input to tSNE (Rtsne v0.15) with parameters perplexity = 30, check_duplicates = F, pca = F (van der Maaten and Hinton, 2008). Clusters were defined on the resulting tSNE 2D embedding, using the density peak algorithm (Rodriguez and Laio, 2014) implemented in densityClust v0.3 and selecting the top 30 cluster centers based on the γ value distribution (γ = ρ × δ; ρ = local density; δ = distance from points of higher density). Using known cell type markers, clusters were used to define six broad populations (Immune, Stromal, Basal, Principal, Clear and Muscle). UMI counts were normalized using the function computeSumFactors from the package scran v1.12.1 (Lun et al., 2016), and parameter min.mean was set to select only the top 20% expressed genes to estimate size factors, using the six broad populations defined above as input to the parameter clusters. After normalization, only cells with size factors that differed from the mean by less than one order of magnitude were kept for further analysis (0.1×(Σ(θ/N)))>θ>10×(Σ(θ/N));θ = cell size factor; N = number of cells). Normalized UMI counts were converted to gene fractions per cell and the resulting matrix was used in a second round of dimensionality reduction and clustering. The top 15% variable genes were selected as described above and used as input to PCA and the first 24 PCs that explained >95% of the variance were used as input to tSNE. The resulting 2D embedding was used to determine 21 clusters as described above. Marker genes for each cluster were identified by a differential expression analysis between each cluster and all other cells, using edgeR (McCarthy et al., 2012), with size factors estimated by scran and including the sample of origin as the batch information in the design model. Each of the six broad cell type populations was independently re-clustered following the same procedure described above, to reveal more specific cell types. Expression values per cluster were calculated by aggregating gene expression values from individual cells in each cluster and normalizing by the total number of UMIs detected for all cells in that cluster, multiplied by 10^6^ (UMIs per million). In scRNA-Seq data, zero values for a given gene can result from technical dropouts or from true biological variability where cells do not express that gene. To estimate the fraction of true zeros for each gene, we used a zero inflated negative binomial model implemented in DESingle (Miao et al., 2018). From this model we calculated the fraction of cells in any given cluster expressing each gene displayed in Figure 3—figure supplement 1, with outputs in Supplementary file 3 including the fraction of expressing cells as well as expression level only in positive cells.

An R script for the steps described here and containing all parameters used is available through GitHub (github.com/elisadonnard/SCepididymis; copy archived at https://github.com/elifesciences-publications/SCepididymis; Donnard, 2020).

### Receptor-ligand network analysis

Receptors and ligands expressed in the dataset were selected based on a published database (Ramilowski et al., 2015). The database genes were converted to their respective mouse homologs using the Homologene release 68. Genes were filtered to select only those expressed by at least 20% of cells in at least one cell population, resulting in a set of 226 ligands and corresponding 212 receptors. Aggregated expression values were calculated based on this filtered gene matrix per cell type as described above. The annotation of each pair of expressed ligands and receptors in the data was done using the function *id_rl* from the package *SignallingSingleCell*. The expression matrix for all annotated ligands or receptors was clustered using *k-means* (k = 13 ligands; k = 14 receptors) and clusters were labeled and merged based on the cell population showing highest expression of those genes, resulting in 11 final ligand cell groups and 11 final receptor cell groups (Supplementary file 4). The frequency of connections from each ligand to each receptor cluster was calculated and significant cell-cell interactions (p<0.01) were determined with a hypergeometric test (Figure 7).

### Histology

Male mice from the same strain and age as previously described were anesthetized and perfused with a solution of phosphate-buffered saline (PBS) followed by 4% paraformaldehyde (PFA)/PBS, and epididymides explanted and further incubated in fixative at 4°C overnight (ON). After washing the excess of PFA with PBS, the sample was incubated at 4°C with a 30% sucrose, 0.002% sodium azide (NaAz) in PBS solution for 32 hr, after which a similar volume of optimal cutting temperature compound (OCT) was added to the vial and kept ON at 4°C under agitation. Samples were than mounted using OCT and frozen at −80°C until sectioning. Sectioning was done at 5 μm thickness by the UMASS morphology core. Slides were stored frozen at −80°C until used for immunofluorescence.

### Immunofluorescence

Slides were placed at a 37°C warm plate for at least 30 min to ensure proper attachment of the section to the slide, then washed three times of 5 min in PBS 0.02% tween 20 (PBS-T) to remove OCT. Staining was performed as suggested by the anti-body manufacturer. Briefly a 10 min permeabilization step in PBS 0.1% triton-X was performed prior to a 2 hr blocking with a PBS blocking solution containg 5% goat serum, 3% BSA and 3%goat serum, or following the Vector Laboratories’ Mouse on Mouse detection kit (M.O.M.). The primary and secondary antibodies specifications and dilutions are in Supplementary file 5. All slides were incubated with primary antibodies at 4°C ON, washed three times of 5 min with PBS-T and subsequently incubated with Alexa Fluor secondary antibodies for 3 hr followed by a 5 min wash with PBS-T, than by DAPI stain for 5 min, followed by three washes of at least minutes with PBS_T. Slides were mounted using ProLong gold Antifade (Thermofisher) and imaged the following day using a Zeiss Axio inverted microscope. Images were then processed to increase brightness and contrast using Photoshop.

## Data Availability

Data are available at GEO, Accession #GSE145443. The following dataset was generated: RinaldiVDDonnardEGellatlyKJRasmussenMKucukuralAYukselenOGarberMSharmaURandoOJ2020An atlas of cell types in the mammalian epididymis and vas deferens [single-cell RNA-Seq]NCBI Gene Expression OmnibusGSE14544310.7554/eLife.55474PMC742609332729827

How the deposited data were processed for this re-analysis (not part of the article)

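The data are 4 single-cell libraries made on the 10x platform, 1 each from the caput, corpus, cauda and vas deferens of the same 4 mice. As deposited, the counts are whole UMIs of 16892 genes in 8880 cells. The authors made them by aligning reads to mm10, which is the same assembly as GRCm38, counting UMIs on RefSeq genes with ESAT, merging UMIs that differed at 1 position, keeping cells within limits of total UMIs, and taking an estimate of ambient RNA from each cell with a modified SoupX. The deposited table of cells gives each cell's library, UMIs before the ambient removal, size factor, cluster and subcluster. These cluster and subcluster names were used without re-clustering. All 34 populations were matched to the numbering of the paper through the numbers of cells in its supplementary tables, and each number was equal.

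Levels are UMIs of a gene summed over a group of cells per 1000000 UMIs of the group (UPM). With 1 library per region, no value has replicates, no test between regions was run, and no p-value was taken from cells. Intervals are 95% intervals for counting error: exact Poisson for levels, exact conditional binomial for ratios and Clopper-Pearson for shares. They do not cover variation between animals, dissections or dissociations. In principal cells, a count of 0 allows up to 1.74 UPM in the caput, 2.11 in the corpus, 1.72 in the cauda and 0.641 in the vas deferens, taking 3 UMIs as the floor. For a share of 0, the limit given is likewise that of 3 cells of the total, in place of the Clopper-Pearson limit. Shares of cells with a UMI were counted after drawing 1000 UMIs from each cell at random with a fixed seed and leaving out cells with fewer. The authors' ambient removal is already in the counts and could not be undone.

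A cluster was counted as one library at 95% of its cells. An enriched gene had at least 20 UMIs in a cluster and at least 4 times the median level of the clusters there. A region-restricted gene had at least 20 UMIs in the principal cells of 1 library and at least 4 times the level of every other, with other libraries raised to the floor. A ligand or receptor was counted in a population if at least 20% of its cells had a UMI, without thinning. Ribosomal protein genes were 81 genes with *Rpl* or *Rps* symbols (78 without names that look like pseudogenes, and 22 named in Figure 5). Nuclear genes for mitochondrial proteins were a list of 124. Macrophages included the *Trem2* population.

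The genes given by name are every gene the paper names for a population or region, with long lists given as a tally and its extremes, and, where a population is compared with its sister populations, the 5 genes with the largest ratio among those with at least 20 UMIs in the higher population. This rule, the thresholds above and the 118 alternatives were set before the data were examined, and 0 alternatives were added later. The lists of mitochondrial genes and of gene families and the rule for runs of neighboring genes were written out once the gene names of the matrix were known. Some genes and groups fall outside the rule and were chosen after their values were seen: *Crip1*, the pairs of ligands and receptors given as examples, the rule that picked genes for counts of joint detection, the Amylin-positive clear cells and the caput basal cells as controls for background, and principal 8 as a control for depth. The markers of B cells were chosen in advance and are not named in the paper.

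Doublets were called in each library from simulated doublets and nearest neighbors. The setting was chosen among 4 on simulated doublets alone: with 1500 variable genes, unscaled, and 30 components, 64.2% of simulated doublets were recovered on average (50% in the caput, 65.1% in the corpus, 61.9% in the cauda and 79.6% in the vas deferens), against 44.6%, 62.0% and 62.6% for the other settings. In all 178 cells (2.00%) were called, 16, 43, 21 and 98 by library, which the assumed rate of 0.8% per 1000 cells sets. They were kept in the main values. The rules for enriched and region-restricted genes were tested on simulated data with 200 changed genes: of those with a true fold of at least 6, 113 of 113 and 111 of 111 were called, and of 32 with a true fold below 3, 0 were, as was no unchanged gene.

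Alternatives covered thresholds of fold, UMIs and share, cells with at least 1000 UMIs, thinning to 500 UMIs or none, means over cells or libraries, other denominators and gene lists, called doublets left out, and each library left out in turn. The bulk RNA sequencing and the staining were not analysed here. *Tnp1*, *Tnp2* and *Akr1c1* are not among the genes of the matrix and have no values. Some genes the paper names are not reported here. The computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9, and GENCODE and RefSeq annotations of GRCm38.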

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

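The tests of part of the cells of clear 1, and of the vas deferens cells of principal 11 without a UMI of *Abcg2*, *Akr1b7* or *Aqp2*, were chosen only after the results were seen, as was the test of ambient RNA by UMIs per cell in principal 11. So was the reading of the test on misplaced cells in clear 1, which was settled after single cells were looked at, and the genes for V-ATPase subunits were taken out of the list of clear cell genes after a first look.

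Genes of basal cells in a clear cell subcluster are a signal in data the paper shows but does not analyse. A list of 136 genes that are far higher in basal than in clear cells had 29272.3 UPM (27689 to 30922) in clear 1, against 5913 UPM in clear 3 and 187916 UPM in the basal cells with few UMIs. The signal sat in few cells: 16 of the 54 held 1012 of the 1278 UMIs, with 97019 UPM, and the other 38 had 8005 UPM. Doublets of clear and basal cells are argued against by depth: the median in clear 1 was 698.5 UMIs per cell against 5327.5 in clear 3, where doublets would have more, and no cell of clear 1 was called a doublet. Clear 1 as a whole is also not made of basal cells with few UMIs, since its level of V-ATPase genes was 37.4% of that of clear 3, against 7.86% in those basal cells. Part of it may be: the 16 cells carried more UMIs of basal than of clear cell genes, and their level of V-ATPase genes was 1342 UPM against 5267 UPM in the other 38. All 13 cells of clear 1 from the vas deferens were among the 16. A biological difference between regions was not tested.

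Cells of the vas deferens library in a subcluster of the distal cauda are another such signal. Principal 11, which the paper matches to segment 10, held 100 cells of the vas deferens library beside 141 of the cauda. The paper states that the dissection borders varied, and cauda tissue in the vas deferens piece is a candidate explanation. As the whole explanation it is argued against by *Abcg2*, *Akr1b7* and *Aqp2*, whose levels in the vas deferens cells were at least 36.6 times those of the cauda cells of the same subcluster. Ambient RNA, which adds about the same number of UMIs to each cell, is argued against by UMIs per cell of the 3 genes, which were at least 3.83 times (2.49 to 5.51, from cells drawn with replacement) those in basal cells of that library. The UMIs sat in 56 of the 100 cells. The other 44 are unlike the cells of the vas deferens subclusters, of which only 4 of 1209 lack the 3 genes. For the 44, cauda tissue and principal cells of the border cannot be told apart, since 2 genes place them differently. *Crisp1* had 206157 UPM in the 44, near the 211460 UPM of the cauda cells of the subcluster, against 134410 UPM in the 56 and 29531 UPM in the vas deferens subclusters. *Wfdc10* had 9942 UPM in the 44, below the 17887 UPM of the cauda cells and above the 3281 UPM of the 56. A change of principal cells along the border of the cauda and vas deferens remains open and was not tested.

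Venous endothelial genes in a stromal subcluster are the last. *Selp* had 263 UPM (207 to 331) in fibroblast C4. Endothelial cells placed with the stroma may be the source: the 10 of 319 cells with a UMI of *Selp*, *Sele* or *Ackr1* had 0 UMIs of the collagen genes, a ratio of 0 (0 to 0.543) to the other 309 cells, which had 1198 UPM, and other endothelial genes were 18.5 times (11.5 to 29.0) as high in the 10. No biological explanation was tested.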

How the results depend on the processing

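All alternatives reported here were set in advance, and no test was chosen after the results were seen. No paired analysis was possible because each region has 1 library and the mice were pooled. Of 168 values of 26 results under alternatives, 118 stayed within counting error or within 1.5 times a count, 49 moved and 1 reversed. Under every alternative run, 11 of the 26 results stayed within these limits. Many of the 11 are tallies of genes, which can hold while the ratios behind them move. The ratio of *Atp6v1g3* in clear cells went from 302 to 464 without the corpus. That of *Apoc1* in basal cells went from 5.76 to 22.3 without the vas deferens. Another of the 11, the library makeup of clear 2, could hardly change. With called doublets left out, all 26 did. Of 1280 values of single genes or items, 747 stayed, 531 moved and 2 reversed. A ratio counts as reversed only where its main interval excluded 1 and the alternative lay on the other side of 1.

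Depth moved several results. In cells with at least 1000 UMIs, the median was 3691 UMIs (1858 in all cells), the share of principal cells 33.2% (44.5%), the ratio of mitochondrial genes 2.48 (2.44) and the ratio of ribosomal protein genes in basal cells with few UMIs 0.357 (0.289) and in muscle 1 0.219 (0.203). Thinning to 500 UMIs gave *Clu* in 11.5% of principal 1 cells (22.0%) and both kinds of markers in 0.374% of basal cells (0.952%). Asking for 2 UMIs of a gene gave 12.2% and 0.0866%, and no thinning gave 4.67% of basal cells. After thinning to 1000 UMIs, 16 pairs of ligands and receptors joined basal to endothelial cells (65). A gene that is missing from a shallow cell cannot be read as absent, and this limits every share and every count of ligands.

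Thresholds moved the counts. At 2-fold and 8-fold there were 1878 and 280 region-restricted genes (603) and 9423 and 3367 enriched genes (5138). With one library set at 99% or 100% of cells, 3 and 3 clusters passed (6). At 10% and 30% of cells there were 123 and 41 ligand-receptor pairs.

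Weights and denominators moved others. Of epithelial cells, 69.2% were principal cells. As means over cells, the ratio was 2.2 for mitochondrial genes, 73.2 for *Iapp* (67.7), 0.237 for ribosomal protein genes in basal cells and 0.180 in muscle. As means over libraries it was 2.06 for mitochondrial genes and 60.7 for *Iapp*. With the ribosomal genes named in Figure 5, the ratio in basal cells was 0.241. With libraries weighted alike, 84.0% of the cells of the muscle and vas deferens stromal populations came from the vas deferens (91.4%). The macrophage ratio of the vas deferens to the epididymis, 2.30 among all cells, was 1.27 among non-epithelial cells and 0.979 (0.680 to 1.42) among immune cells. The last counts as reversed but is within counting error of 1, so that the excess was no longer seen. The rise of all immune cells in that library, from 1.43% to 3.37%, accounts for this by construction of the denominator.

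Leaving out each library in turn gave a share of principal cells from 41.6% (without the cauda) to 48.3% (without the vas deferens), and a ratio of mitochondrial genes from 1.68 (without the vas deferens) to 2.69 (without the caput). The *Iapp* ratio ran from 33.8 (without the cauda) to 462 (without the corpus), and that of *Car2* from 0.787 (without the caput) to 1.78 (without the corpus). The ratio of ribosomal protein genes ran from 0.267 (without the caput) to 0.323 (without the corpus) in basal cells and from 0.2004 (without the corpus) to 0.210 (without the vas deferens) in muscle. The share from the vas deferens of the cells of the muscle, stem-like and secretory populations ran from 91.7% (without the caput) to 97.2% (without the cauda). The 2 genes counted as reversed were *Lgr5* in the stem-like subcluster (13.4), with 0 (0 to 14.3) without the vas deferens to 11.5 without the caput, and *Ccl7* in the *Notch2* basal subcluster (7.00), with 0 (0 to 1.71) without the vas deferens to 9.52 without the corpus. By construction, the first rests on the 32 cells that remain, and its interval holds the main value. For the other moves the cause was not tested. The dendritic cells and the vas deferens principal cell genes give no value without the vas deferens library.

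With each library left out, the tallies of V-ATPase genes (4 of 4), clear (6 of 6) and muscle cell genes (4 of 4) did not change. The share of caput and corpus cells in clear 2 (100%) could not change, since it has no cells of the other libraries. The genes highest in their stated population numbered 26 to 34 of 34 for the immune and endothelial populations, lowest without the vas deferens, where the 8 dendritic cell genes give no value. For the stromal subclusters they numbered 14 (without the vas deferens) to 18 of 19 (18 in the main values), and for the *Notch2* subcluster 6 to 7 of 7. The genes highest in their stated segment numbered 14 without called doublets and 16 as means over cells (15 in the main values).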

Differences from the paper's values

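The look at *Crip1* was chosen only after the results were seen, and nothing else reported here was. The paper states 1241 genes enriched at least 4-fold in a cluster. Counted on the deposited UMIs without a test, 5138 genes passed. The paper's number holds genes past a test that took cells as replicates, selected for display. Every alternative set before the data were examined differs as well: 9423 at 2-fold, 3367 at 8-fold, 7443 at 5 UMIs, 3604 at 50 UMIs, 3525 against the mean of the clusters, 4271 against all other cells, 5102 in cells with at least 1000 UMIs and 5178 without called doublets. No setting that was run reaches the paper's value.

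The paper states that roughly 50% of the clusters come wholly from a single tissue sample. At 95% of cells 6 of 21 clusters did, at 90% 9 did, and at 100% 3 did. It includes muscle clusters among the region-specific ones, and these had 86.9% and 87.3% of their cells from the vas deferens. It includes all principal cell clusters, of which 5 of 9 passed 95% and 7 of 9 passed 90%.

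The paper states that *Crisp1* is found in most cells of principal 1 to 5. Thinned, it had a UMI in 1 of 82, 1 of 168 and 0 of 45 cells of principal 1, 2 and 3 (up to 6.67% for the last), in 65.0% of principal 4 and in 38.1% of principal 5. *Crip1*, looked at after these values were seen, had a UMI in 95.1%, 96.4%, 91.1%, 52.5% and 98.1% of the same cells, and in 41.1% of immune cells.

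The paper contrasts *Defb21* with *Defb2* in the caput as expressed and not expressed. There *Defb2* had 134.03 UPM (117 to 153), against 622.56 UPM for *Defb21*.

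For mitochondrial genes, the paper places all principal cell clusters above the stromal ones. A principal cell cluster had 1.42%, below the highest stromal cluster with 1.66%, and another principal cell cluster had the same 1.66%. For muscle, the paper states that UMI coverage did not differ substantially between subclusters, and the medians were 1080.5 and 5423.5 UMIs.

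The paper shows 10 basal subclusters in a figure and describes 3 endothelial ones, where the deposited table has 4 and 1. Its clear cell subcluster with *Iapp*, which it sets apart from narrow cells, carries the name of narrow cells in the deposited table. Its test of macrophages by region took cells as replicates. With 1 library per region, no test was made here.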

Other observations

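The comparison of populations with few UMIs across cell types, and all 3 tests of it, were chosen only after the results were seen, as were the choice of the 4 pairs of populations, principal 8 as a control, the comparisons by depth and those against the largest stromal subcluster. For the basal cells alone, the test of ambient removal was chosen in advance, but the cells it is measured on were changed, from principal 7 to the main basal population, after both values were seen.

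The low share of ribosomal protein genes that the paper reports in basal and muscle subclusters was also present in a clear and a stromal subcluster. The share was 0.285 of that of the sister population in basal cells with few UMIs, 0.203 in muscle 1 (against muscle 2), 0.182 in clear 1 (against clear 3) and 0.359 in fibroblast C4 (against fibroblast C2). Across genes, which are not independent replicates, the log2 ratios had Pearson correlations of 0.794 between the basal and muscle pairs, 0.773 between basal and clear and 0.784 between muscle and clear, and of 0.447 to 0.517 with the stromal pair. Low shares were not limited to these: principal 3 had 5.83%, principal 4 2.13%, principal 6 5.11% and principal 10 4.98%.

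The ambient removal of the authors, which takes about the same number of UMIs from every cell, is argued against. Principal 8 had a lower median of UMIs per cell than any of the 4 populations, 641.5, and a share of 18.5%. That share is summed over UMIs and leans on its deeper cells, with 20.7% above 4000 UMIs, and was 16.5% in its 326 cells below 1000 UMIs. In the main basal population, the 46 cells below 1000 UMIs had a share of 20.1%, against 4.04% in the cells below 1000 UMIs of the low population. The loss of short transcripts is argued against as the whole cause: among mRNAs of matched length, those that encode a hydrophobic segment were higher by 1.16 (log2) than the others in basal cells with few UMIs. Length also mattered, with Spearman correlations of 0.350 to 0.653 between length and log2 ratio among mRNAs without such a segment.

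A candidate explanation is the loss of cytosolic mRNA while mRNA bound to the endoplasmic reticulum was retained, as in cells with a broken membrane. The length-matched difference was positive in all 4 pairs, 1.16 in basal, 0.90 in clear, 0.54 in muscle and 0.22 in stromal cells, where random lists reached at most 0.20, 0.19, 0.13 and 0.18. Comparing shallow with deep cells inside a population gave −0.20 in main basal cells, −0.32 in principal 8 and −0.09 in the largest stromal subcluster, so that depth by itself did not raise it. The segment was predicted from sequence, and found in 90.4% of 146 genes of secreted or membrane families and in 5.57% of 503 genes of cytosolic or nuclear ones. Nuclear genes for mitochondrial proteins had a ratio of 0.560 in the basal, 0.489 in the muscle and 0.317 in the clear pair. In the stromal pair the direction depends on the sister: it was 1.22 against fibroblast C2 and 0.717 against the largest stromal subcluster, against which the share of ribosomal protein genes was 0.365 and the length-matched difference 0.69, where random lists reached at most 0.15.

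For basal cells, a loss of all cytoplasmic RNA and a state of low biosynthesis cannot be told apart. The mitochondrial genes fell to 0.560 of their share with the ribosomal protein genes, which either could give, and the nuclear RNAs *Malat1* and *Neat1*, which would part them, are not among the genes of the matrix. A biological difference was not tested.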
